# Enhanced degradation of softwood versus hardwood by the white-rot fungus *Pycnoporus coccineus*

**DOI:** 10.1186/s13068-015-0407-8

**Published:** 2015-12-18

**Authors:** Marie Couturier, David Navarro, Didier Chevret, Bernard Henrissat, François Piumi, Francisco J. Ruiz-Dueñas, Angel T. Martinez, Igor V. Grigoriev, Robert Riley, Anna Lipzen, Jean-Guy Berrin, Emma R. Master, Marie-Noëlle Rosso

**Keywords:** Carbohydrate-active enzymes, Lignin-active enzymes, *Pycnoporus coccineus*, Transcriptomics, Proteomics, ToF-SIMS, White-rot

## Abstract

**Background:**

White-rot basidiomycete fungi are potent degraders of plant biomass, with the ability to mineralize all lignocellulose components. Recent comparative genomics studies showed that these fungi use a wide diversity of enzymes for wood degradation. Deeper functional analyses are however necessary to understand the enzymatic mechanisms leading to lignocellulose breakdown. The Polyporale fungus *Pycnoporus coccineus* BRFM310 grows well on both coniferous and deciduous wood. In the present study, we analyzed the early response of the fungus to softwood (pine) and hardwood (aspen) feedstocks and tested the effect of the secreted enzymes on lignocellulose deconstruction.

**Results:**

Transcriptomic and proteomic analyses revealed that *P. coccineus* grown separately on pine and aspen displayed similar sets of transcripts and enzymes implicated in lignin and polysaccharide degradation. In particular, the expression of lignin-targeting oxidoreductases, such as manganese peroxidases, increased upon cultivation on both woods. The sets of enzymes secreted during growth on both pine and aspen were more efficient in saccharide release from pine than from aspen, and characterization of the residual solids revealed polysaccharide conversion on both pine and aspen fiber surfaces.

**Conclusion:**

The combined analysis of soluble sugars and solid residues showed the suitability of *P. coccineus* secreted enzymes for softwood degradation. Analyses of solubilized products and residual surface chemistries of enzyme-treated wood samples pointed to differences in fiber penetration by different *P. coccineus* secretomes. Accordingly, beyond the variety of CAZymes identified in *P. coccineus* genome, transcriptome and secretome, we discuss several parameters such as the abundance of manganese peroxidases and the potential role of cytochrome P450s and pectin degradation on the efficacy of fungi for softwood conversion.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0407-8) contains supplementary material, which is available to authorized users.

## Background

Degradation of lignocellulosic biomass is efficiently achieved in nature by many organisms, among which filamentous fungi are considered key primary degraders. In particular, white-rot basidiomycete fungi are able to completely degrade all lignocellulose components, including cellulose, hemicellulose and lignin. Detailed characterization of *Phanerochaete chrysosporium* [1–3], and genomic, transcriptomic or secretomic analyses of other white-rot fungi including *Phanerochaete carnosa* [4–6], *Irpex lacteus* [7], *Ceriporiopsis subvermispora* [8, 9], *Phlebiopsis gigantea* [10], and *Dichomitus squalens* [11] have described the main lignocellulolytic enzymes involved in the biodegradation of wood. The order Polyporales is a group of fungi comprising many wood-rotters, and therefore particularly important to the discovery of new and more efficient biocatalysts for applications in plant biomass conversion. As of 2014, 11 Polyporales genomes were available out of the 31 genomes sequenced from the Agaricomycetes class [12], which in turn spurred several comparative analyses of genome sequences [13, 14] and of substrate-dependent secretomes [15, 16].

While many white-rot fungi characterized to date appear to grow better on hardwood than coniferous softwood, certain white-rot fungi, including *P. carnosa* [6], *P. gigantea* [10], and *D. squalens* [11], grow efficiently on softwood. Differences in fungi’s ability to utilize coniferous wood as a carbon source have been attributed to softwood lignin and hemicellulose compositions as compared to most hardwood species. For example, whereas acetylated glucuronoxylan is the main hemicellulose polymer in hardwood tissues, galactoglucomannan is the most abundant in coniferous wood [17]. Lignin contents also differ, where the fraction of guaiacyl lignin in coniferous wood is generally higher than that of the hardwood guaiacyl–syringyl lignin, while also being more extensively cross-linked [18]. Finally woody biomass also contains extractive compounds that vary considerably between tree species and plant tissues. For example, certain extractives including some fatty acids and phenolics (e.g. tannins) are generally found in both softwoods and hardwoods, whereas terpenes generally are dominant in softwoods [18].

The *Pycnoporus* genus belongs to the Polyporales order, and the four *Pycnoporus* species (*P. cinnabarinus, P. sanguineus, P. coccineus* and *P. puniceus*) are categorized as white-rot fungi. *P. cinnabarinus* is widely distributed in the Northern hemisphere, whereas *P. coccineus* is found in countries bordering the Indian and Pacific oceans. *P. sanguineus* is a pan-tropical species encountered in both hemispheres, and *P. puniceus* is a rare species found in Africa, India, Malaysia and New Caledonia. The genome of *P. cinnabarinus* was released in 2014 [19] and was found to encode a full complement of carbohydrate-active enzymes (CAZyme) required for polysaccharide degradation including classical hydrolases; cellobiohydrolases from Glycoside Hydrolase (GH) families GH6 and GH7, endoglucanases (GH5, GH12, GH45, GH74, GH131), β-glucosidases (GH1, GH3); and 15 lytic polysaccharide monooxygenases (LPMO) from the Auxiliary Activity (AA) family AA9. In addition, *P. cinnabarinus* possesses a complete and versatile enzymatic arsenal for lignin breakdown. For instance, several genes encoding members of the three ligninolytic peroxidase subfamilies, namely lignin peroxidases (LiP), manganese peroxidases (MnP) and versatile peroxidases (VP) were identified. *P. cinnabarinus* has been used for biotechnological applications due to its ability to produce high-value compounds such as aromas and antioxidants (for a review see [20]).

In addition to *P. cinnabarinus*, the genome of *P. coccineus* has been recently released by the JGI (http://genome.jgi.doe.org/Pycco1/Pycco1.home.html). At the same time, our preliminary studies demonstrated that one strain of *P. coccineus*, namely *P. coccineus* CIRM-BRFM 310, grew better on both deciduous and coniferous wood preparations than *P. cinnabarinus* CIRM-BRFM 137. Accordingly, *P. coccineus* CIRM-BRFM 310 was selected to investigate the profile of expressed genes and secreted proteins in response to growth on deciduous (*Populus grandidentata*) and coniferous (*Pinus halepensis*) woods. The effect of the secretomes on the surface composition of cryo-milled wood and the analysis of the released saccharides showed that *P. coccineus* displays enzyme cocktails particularly well adapted to softwood conversion.

## Results

When cultivated on agar plates containing wood powder as the sole-carbon source, the *P. coccineus* monokaryotic strain CIRM-BRFM 310 was able to develop rapidly on hardwood (aspen). Softwood (pine) cultivation was not as fast, but the fungus was still able to grow (Fig. 1). The recent genome sequencing of *P. coccineus* CIRM-BRFM 310 revealed a 32.76-Mb genome with 12,690 predicted genes (to be discussed elsewhere). The genome was annotated using the JGI Annotation Pipeline and made available via the JGI fungal portal MycoCosm [21]. The repertoire of genes coding for predicted CAZymes and AA enzymes in the genome of *P. coccineus* CIRM-BRFM 310 was very similar to that of other Polyporales (Additional file 1, Additional file 2: Table S1). In an attempt to elucidate the mechanisms that permit *P. coccineus* growth on both hardwood and softwood fibers, the strain was selected for an in-depth study combining transcriptomics, proteomics and functional characterization.

**Fig. 1:**
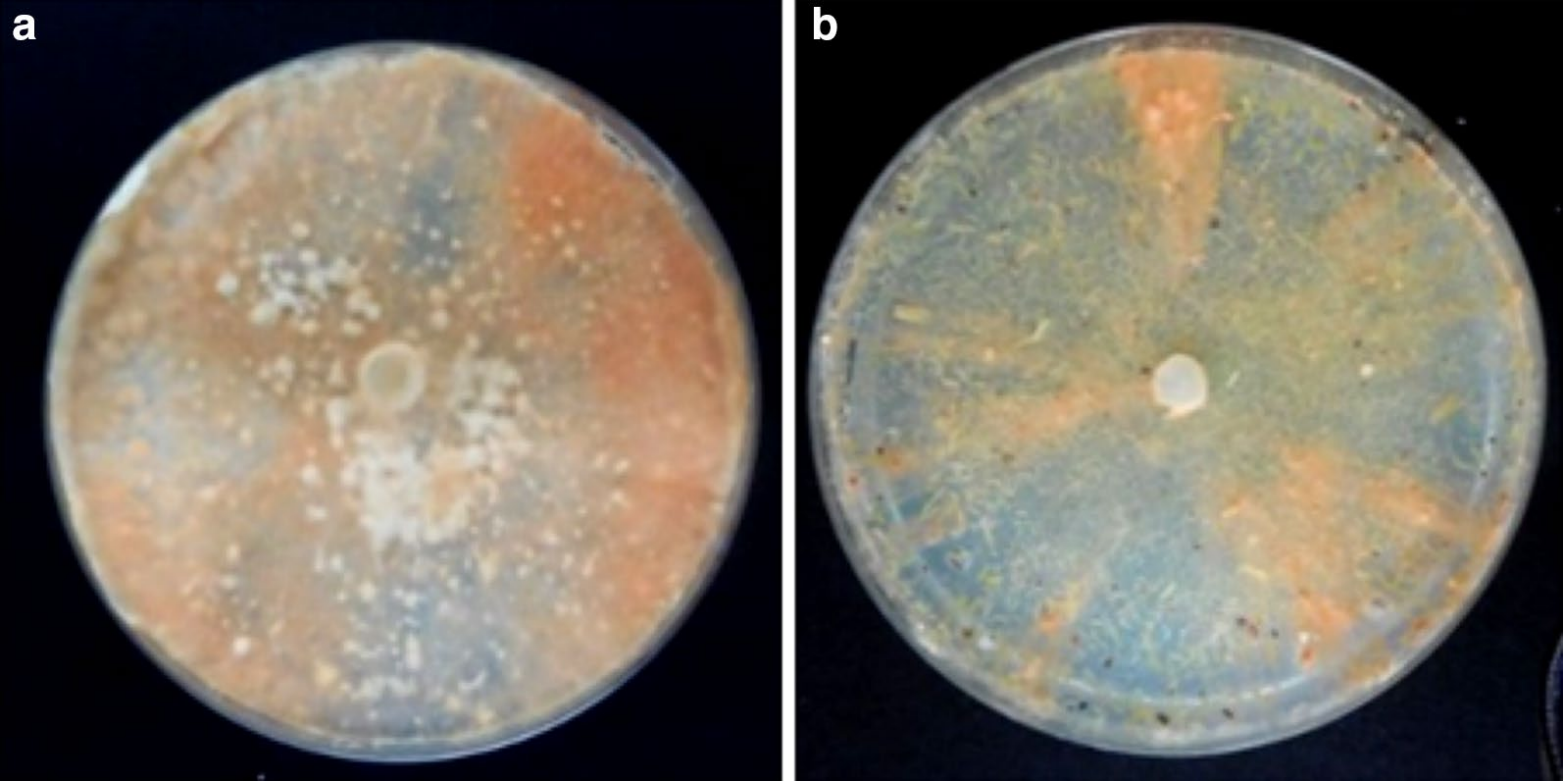
Growth of *P. coccineus* on wood. Cultivation of the fungus for 9 weeks at 30 °C on an agar plate containing **a** hardwood (aspen) or **b** softwood (pine) as the sole-carbon source

### Transcripts related to lignocellulose degradation are enriched in wood grown cultures

Transcriptomes were sequenced from triplicated independent three day-cultures under three different sets of conditions: (1) in the presence of maltose as the sole-carbon source, (2) in the presence of ground pine wood as the sole-carbon source, and (3) in the presence of ground aspen wood as the sole-carbon source. 

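The transcriptome data covered 9 independent liquid cultures, 3 on maltose, 3 on pine and 3 on aspen, all harvested after 3 days at 30 °C. The maltose medium held 20 g/l maltose. For the wood media, the methods give 15 g/l of ground wood with 2.5 g/l maltose. In the comparisons with maltose, an effect of wood therefore cannot be told apart from that of less maltose. By the methods, the pine included bark and was ground and sifted, while the aspen was Wiley-milled. Differences between pine and aspen therefore cannot be assigned to the wood species alone. Poly A RNA was sequenced as paired reads, and the authors mapped the reads uniquely to the genome of the same strain with TopHat and counted them per gene with HTSeq. The deposited tables give raw counts for 12690 genes, of which 838 had no count in any library, and the authors' normalized counts for 11202 genes. Total counts were 29889534 to 35011152 on maltose, 28399534 to 38654866 on pine and 32699904 to 33947846 on aspen. Only 18.0% to 28.0% of the counts from 1 to 49 were odd numbers, so each read of a pair was counted rather than each pair. All values at the conclusions were computed from the raw counts with edgeR, with TMM normalization and 1 fit to all 9 libraries with maltose, pine and aspen as groups. Following the methods, genes with a mean raw count under 5 were left out, which kept 11130 genes. A transcript is called at least 4-fold changed when its log2 fold change is at least 2 in size and both its Benjamini-Hochberg and its Bonferroni adjusted p are under 0.05. The verbs rose and fell are used for transcripts with a Benjamini-Hochberg adjusted p under 0.05. Each standard error is the size of the log2 fold change divided by the square root of the test's F statistic. It restates the test and is approximate. Transcript levels are given as TMM-normalized CPM, edgeR's counts scaled to library size, with the SD over 3 cultures. The biological coefficient of variation was 0.244. With fold changes simulated into the counts, the Benjamini-Hochberg adjusted test recovered 84% of the 4-fold changes between pine and maltose and 40% of the 2-fold changes. With Bonferroni adjustment, 58% and 2% were recovered. Fewer genes were changed in the simulation than in the data, which made its Benjamini-Hochberg threshold stricter. Across genes, which are not independent replicates, Pearson's r of raw counts was 0.949 to 0.992 between maltose libraries, 0.913 to 0.943 between pine libraries and 0.967 to 0.988 between aspen libraries. It was 0.791 to 0.923 between aspen and pine, 0.461 to 0.574 between pine and maltose and 0.538 to 0.594 between aspen and maltose. Reads were trimmed to 78 bases in pine replicate 2 and aspen replicates 1 and 3 and to 70 bases in the other libraries. Library codes began with PAU for maltose replicate 3 and aspen replicates 1 and 2 and with PAW for the others, so no pine library had the PAU prefix.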

For each condition, RNAseq data quality was verified by performing qPCR on a sample set of eight genes (Additional file 3: Figure S1). 

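All 8 genes chosen for qPCR had higher transcript levels on both woods than on maltose in the RNAseq counts. Gene 688728, a GH28 polygalacturonase that cuts the pectin backbone, had 3.76 ± 2.16 CPM (SD, n = 3) on maltose, 265.5 ± 188.7 on pine and 107.7 ± 6.42 on aspen. The log2 fold change against maltose was 6.14 on pine (standard error 0.55, adjusted p = 1.3e-06) and 4.84 on aspen (standard error 0.52, adjusted p = 6.1e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The P450 monooxygenase 1362447 had 1.36 ± 0.561 CPM on maltose, 178.3 ± 11.1 on pine and 27.0 ± 11.1 on aspen. For this transcript, the log2 fold change was 7.03 on pine (standard error 0.39, adjusted p = 4.7e-08) and 4.30 on aspen (standard error 0.35, adjusted p = 5.7e-07) from the same test. The other genes of the qPCR set are AA2 1468611, AA9 1466495, GH10 1395316, the P450 genes 1297918 and 1362558, and 1437297 of unknown function. For GH10 1395316 on pine, the qPCR bar in Fig. S1, read by eye, lies below the maltose level, whereas the log2 fold change in the counts was 1.71.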

Expression levels were in good agreement with transcriptomic data. In total, transcriptomic analyses revealed 267 transcript sequences predicted to encode CAZymes, which were classified into 71 families of the CAZy database (http://www.cazy.org, [22]). When applying a fourfold increase in relative transcript abundance as the significance threshold, 114 (43 %) and 105 (39 %) unique sequences were considered significantly more abundant in the samples obtained from pine and aspen, respectively, as compared to maltose (at least fourfold enrichment). 

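Of the 267 CAZyme transcripts tested, 86 were at least 4-fold higher on pine than on maltose and 88 were at least 4-fold higher on aspen than on maltose, by edgeR's quasi-likelihood test with both adjustments. The largest rises included GH43 1435501, from a family of α-arabinofuranosidases and β-xylosidases, which went from 1.59 CPM on maltose to 473.2 ± 316.6 (SD, n = 3) on pine and 172.7 ± 13.2 on aspen. On the log2 scale, its fold change was 8.21 on pine (standard error 0.69, adjusted p = 7.8e-07) and 6.76 on aspen (standard error 0.65, adjusted p = 2.5e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At least 4-fold lower were 10 CAZyme transcripts on pine and 17 on aspen, or 8 on aspen with the trim length as a term. Among them, the glycosyltransferase GT1 1476435 fell by 4.58 on the log2 scale on pine (standard error 0.37, adjusted p = 5.5e-07) and by 5.10 on aspen (standard error 0.38, adjusted p = 2.6e-07) from the same test. A second GT1 transcript, 289705, had log2 fold changes of -4.73 and -4.69. GH15 1439526, from the family of glucoamylases that release glucose from starch and maltose, had 560.2 ± 57.5 CPM on maltose, 72.5 ± 16.5 on pine and 53.5 ± 2.41 on aspen. Of 7 starch and maltose hydrolases in all, however, 5 rose and 2 fell on each wood, and another GH15 transcript was among those that rose. Across 28 gene lists by enzyme family and secretome table, which overlap in part, most tested members rose on pine in 24 lists and on aspen in 23. The study drew its CAZyme table from these same samples, so the counts are not independent evidence of its direction. The counts moved when 1 maltose library was left out, which leaves fewer libraries for the test. Without maltose replicate 1, 2 or 3, 51, 56 or 53 transcripts were at least 4-fold higher on pine, and without maltose replicate 1, 58 were on aspen.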

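Among the 22 proteins with a CBM1, a module that binds cellulose, 20 transcripts rose on pine and all 22 on aspen, and the counts were the same when adjusted over the list alone. Their median log2 fold change was 4.05 on pine and 5.63 on aspen. CBM1-CE16 1439328, a predicted acetyl esterase, rose from 2.19 ± 1.61 CPM (SD, n = 3) on maltose to 405.5 ± 371.5 on pine and 224.2 ± 42.2 on aspen. The corresponding log2 fold changes were 7.53 (standard error 0.74, adjusted p = 2.6e-06) and 6.67 (standard error 0.71, adjusted p = 6.0e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were 8.32 and 7.46 without maltose replicate 3, and the value on pine was 6.44 without pine replicate 2. Of the CAZyme transcripts, 67 were at least 4-fold higher on both pine and aspen, and 39, 41 or 44 were without maltose replicate 1, 2 or 3. Among all 11130 genes tested, 726 were at least 4-fold higher on pine and 665 on aspen, and 494 were higher on both, where independent sets of these sizes would share 43.4. At least 4-fold lower were 382 genes on pine, 252 without pine replicate 2, and 311 on aspen, with 203 lower on both against 10.7 for independent sets. With the trim length as a term, 148 were lower on aspen and 117 on both, and with Benjamini-Hochberg adjustment alone 490 were lower on aspen. The log2 fold changes on pine and aspen had r = 0.842 across genes, which are not independent replicates. Both comparisons share the same 3 maltose libraries, which alone makes the 2 sets of fold changes correlate. In 20 simulations with no difference between the conditions the mean r was 0.496. That value cannot be set against 0.842, since the simulated groups held no real changes. The mean covariance of the log2 fold changes in the simulations was 0.066, against 2.10 in the data. In the same simulations, the mean number of genes at least 4-fold higher on both was 0.05.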

Notably, 92 transcripts (34 % of total transcripts) were upregulated on both pine and aspen, and were largely assigned to CAZy families known to encode lignocellulolytic activities. These included predicted cellulases from families GH5_5, GH12, GH45, GH74, GH131; cellobiohydrolases from families GH6 and GH7; β-glucosidases from GH1 and GH3, and LPMOs from family AA9. 

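Transcripts of cellulose-degrading enzymes rose together on both woods. Of 11 endoglucanases and xyloglucanases, which cut inside the glucan chain, 8 rose on pine and 9 on aspen. All 4 cellobiohydrolases, which release cellobiose from chain ends, rose on both woods, as did 8 of 9 β-glucosidases on each wood. These numbers did not change when adjusted over the list alone. GH45 1433077 had 1.31 CPM on maltose, 187.3 ± 79.8 (SD, n = 3) on pine and 267.5 ± 59.9 on aspen. The corresponding log2 fold changes were 7.15 (standard error 0.49, adjusted p = 1.8e-07) and 7.66 (standard error 0.50, adjusted p = 9.6e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The endoglucanase GH12 1358049 rose by 6.82 on the log2 scale on pine and 5.80 on aspen. The cellobiohydrolase GH7 1424818 reached 3045.2 ± 2941.2 CPM on pine and 2356.3 ± 571.1 on aspen, from 19.2 ± 21.5 on maltose, and its spread between pine cultures was nearly as large as its mean. Its log2 fold changes were 7.31 (standard error 1.04, adjusted p = 6.1e-05) and 6.94 (standard error 1.02, adjusted p = 1.0e-04) from the same test. Without maltose replicate 3 they were 8.80 and 8.42, and without pine replicate 2 the value on pine was 6.22. GH6 1357326, which carries a CBM1, had log2 fold changes of 6.64 on pine and 7.53 on aspen. These were 7.82 and 8.71 without maltose replicate 3, and the value on pine was 5.63 without pine replicate 2. Among the β-glucosidases, GH3 1411666 had log2 fold changes of 3.89 on pine and 4.69 on aspen, and GH1 1449232 had 2.86 and 4.38. GH131 1464770 fell by 1.06 on the log2 scale on aspen (standard error 0.38, adjusted p = 0.031), a call that was lost without maltose replicate 1 or aspen replicate 1 or 2 or with the trim length or the library code prefix as a term. Over 44 transcripts of enzymes that act on cellulose, AA9 included, the level in maltose replicate 3 was above that in the other maltose libraries for 36, by a median of 0.855 on the log2 scale.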

Of note, 11 AA9 Lytic Polysaccharide Monooxygenase (LPMO) transcripts, out of the 15 AA9 encoded by *P. coccineus*, were between 4 and 120 times more abundant in at least one of the wood conditions (Fig. 2; Additional file 2: Table S2).

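All 15 AA9 LPMO transcripts, whose products cleave cellulose by oxidation, rose on pine and 14 rose on aspen, and the same numbers rose when adjusted over the list alone. By the Benjamini-Hochberg adjusted test alone, 9 of them were at least 4-fold higher on pine and 10 on aspen, with median log2 fold changes of 3.84 and 2.99 over all 15. With Bonferroni adjustment added, 8 were at least 4-fold higher on at least 1 wood, and 2, 4 or 4 were without maltose replicate 1, 2 or 3. AA9 1369390 had log2 fold changes of 4.92 on pine (standard error 0.59, adjusted p = 1.5e-05) and 5.47 on aspen (standard error 0.60, adjusted p = 8.3e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were 5.54 and 6.08 without maltose replicate 3, and the value on pine was 4.23 without pine replicate 2. AA9 1382161, which carries a CBM1, had log2 fold changes of 4.25 (standard error 0.57, adjusted p = 3.6e-05) and 5.65 (standard error 0.61, adjusted p = 6.3e-06) from the same test. Its value on pine was 3.49 without pine replicate 2. The largest fold among the 15 was that of 1466495 on pine, at 371, and it was 171.9 without pine replicate 2. This gene had 6 to 10 reads in each maltose library, so the size of its fold rests on few reads.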

**Fig. 2:**
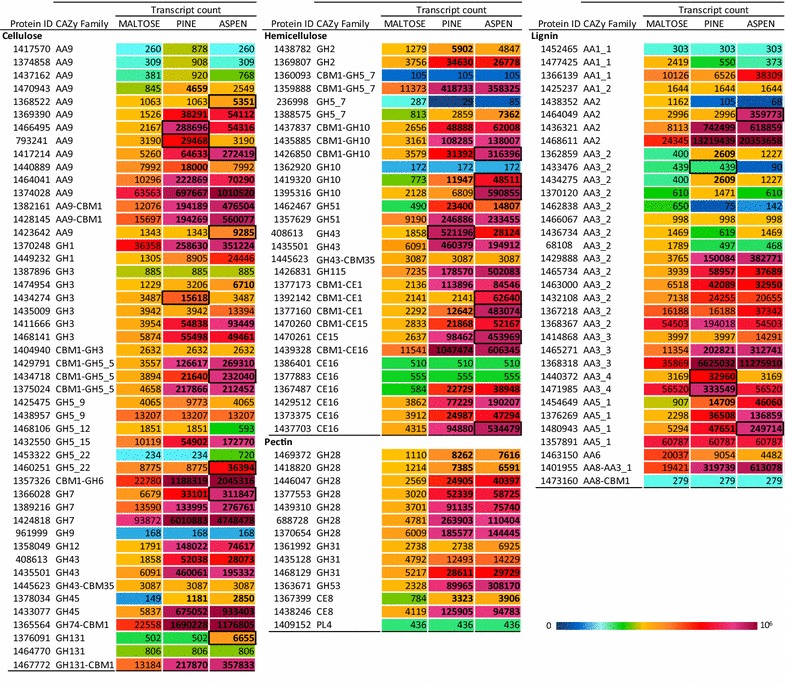
Heat maps and abundances of gene transcripts for selected CAZy families expressed during growth*. Bold numbers* highlight transcripts significantly more abundant in mycelia harvested from cultivations on wood than on maltose (at least fourfold difference). *Black frames* highlight transcripts significantly more enriched in one wood grown culture than the other (at least fourfold difference)

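Among 9 mannan-active transcripts tested, 8 rose and 1 fell on each wood, and the numbers were the same when adjusted over the list alone. The predicted endo-mannanase GH5_7 1359888, which carries a CBM1, had a log2 fold change of 5.83 on pine (standard error 0.69, adjusted p = 1.3e-05) and 5.60 on aspen (standard error 0.68, adjusted p = 1.9e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were 6.49 and 6.26 without maltose replicate 3, and the value on pine was 5.02 without pine replicate 2. The α-galactosidase GH27 1440257 rose by 3.32 on the log2 scale on pine and 3.06 on aspen, and the β-mannosidase GH2 1369807 by 3.25 and 2.89. The member that fell was GH5_7 236998, at -3.41 on pine (standard error 0.26, adjusted p = 3.9e-07) and -1.80 on aspen (standard error 0.24, adjusted p = 4.2e-05) from the same test. Of 12 xylan-active transcripts, 11 rose on each wood, and 11 on pine and 12 on aspen did so when adjusted over the list alone. In this group, the GH51 α-arabinofuranosidase 1462467 had log2 fold changes of 5.82 on pine (standard error 0.49, adjusted p = 8.3e-07) and 5.17 on aspen (standard error 0.49, adjusted p = 2.1e-06). The α-glucuronidase GH115 1426831, which removes glucuronic acid side chains from xylan, had 4.89 (standard error 0.53, adjusted p = 6.4e-06) and 6.47 (standard error 0.57, adjusted p = 1.2e-06). GH10 endo-xylanases rose in 6 of 6 cases on pine and in 5 on aspen, or 6 when adjusted over the list alone, with median log2 fold changes of 3.68 and 6.32.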

GH families that comprise hemicellulolytic activities were also represented in this set of differentially expressed transcripts, including putative GH5_7 endo-mannanases, GH2 β-mannosidase and GH27 α-galactosidase, as well as GH10 endo-xylanases, GH43 and GH51 α-arabinofuranosidases, and GH115 α-glucuronidases. Of particular note, transcripts corresponding to all seven of the polygalacturonases from family GH28 identified in *P. coccineus* genome were more abundant in both pine and aspen cultivations than maltose, as were transcript levels corresponding to other genes predicted to be involved in pectin degradation, i.e. the two carbohydrate esterases (CE) of family CE8 genes and the only gene predicted to encode a GH53 β-galactosidase.

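All 7 GH28 polygalacturonase transcripts rose on both pine and aspen, and all 7 did so when adjusted over the list alone. GH28 1370654 had 5.80 ± 1.46 CPM (SD, n = 3) on maltose, 286.3 ± 213.3 on pine and 220.1 ± 72.4 on aspen. The corresponding log2 fold changes were 5.62 (standard error 0.55, adjusted p = 2.5e-06) and 5.24 (standard error 0.54, adjusted p = 4.3e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The value on pine was 4.85 without pine replicate 2 and 4.99 with the trim length as a term, which gave 4.33 on aspen. GH28 1439310 had log2 fold changes of 4.91 on pine and 4.64 on aspen (5.57 and 5.31 without maltose replicate 3). The pectin methylesterase CE8 1438246, which removes methyl groups from pectin, rose by 5.07 on the log2 scale on pine (standard error 0.39, adjusted p = 4.0e-07) and 4.67 on aspen (standard error 0.38, adjusted p = 6.5e-07) from the same test. GH53 1363671, whose family cuts the galactan side chains of pectin, rose by 5.60 on pine (standard error 0.52, adjusted p = 1.6e-06) and 7.49 on aspen (standard error 0.56, adjusted p = 2.7e-07). Of 14 pectin-active transcripts in all, 13 rose on each wood, also when adjusted over the list alone. The remaining one, the polysaccharide lyase PL4 1409152, had log2 fold changes of 0.43 and 0.06 and did not pass the test.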

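The manganese peroxidase (MnP) transcript 1468611 had 1.35 ± 0.470 CPM (SD, n = 3) on maltose, 1032.5 ± 716.5 on pine and 1672.1 ± 569.3 on aspen. The estimated log2 fold change against maltose was 9.57 on pine (standard error 0.66, adjusted p = 1.9e-07) and 10.26 on aspen (standard error 0.68, adjusted p = 1.1e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MnP 1436321 rose on both woods too, from 2.42 ± 1.14 to 360.7 ± 262.8 CPM on pine and 305.3 ± 124.7 on aspen. Its log2 fold changes were 7.21 (standard error 0.71, adjusted p = 2.8e-06) and 6.97 (standard error 0.70, adjusted p = 3.8e-06) from the same test. MnP 1464049 rose on aspen by 7.19 on the log2 scale (standard error 0.39, adjusted p = 3.4e-08). On pine its log2 fold change was 0.26 (standard error 0.32, adjusted p = 0.519), and it was 0.74 and passed the test without maltose replicate 3. The short MnP 1369658 stayed low, at 3.00 ± 2.14 CPM on maltose, 1.82 ± 0.672 on pine and 4.91 ± 0.237 on aspen. The corresponding log2 fold changes of -0.71 and 0.71 did not pass the test with all libraries, whereas without maltose replicate 2 it was -1.06 on pine and without maltose replicate 3 it was 1.46 on aspen, and both passed. These enzymes oxidize manganese ions, which then attack lignin.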

Annotation of AA2 gene models identified five putative MnP genes in the *P*. *coccineus* genome, among which four were identified in transcriptomes after cultivation on wood, and three were significantly more abundant in at least one of these cultivations (genes encoding predicted proteins 1464049, 1436321 and 1468611). By contrast, no candidate LiP transcripts from any of the six genes were detected. 

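Among the class II peroxidase genes that Table S9 names as lignin peroxidases (LiP), 1431101 had 0.907 ± 0.0348 CPM (SD, n = 3) on maltose, 13.1 ± 6.24 on pine and 1854.6 ± 663.7 on aspen. The 3 aspen libraries held 59934, 92235 and 42987 reads of this gene. Its log2 fold change against maltose was 3.84 on pine (standard error 0.39, adjusted p = 3.7e-06) and 10.99 on aspen (standard error 0.51, adjusted p = 1.1e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other LiP genes had few reads in every condition. LiP 859168 had 2.24, 2.26 and 3.13 CPM on maltose, pine and aspen, with log2 fold changes of 0.01 on pine (adjusted p = 0.970) and 0.48 on aspen (adjusted p = 0.158) from the same test. LiP 779035 had 0.783, 0.401 and 1.01, and LiP 1403742 had 0.338, 0.382 and 0.357 on maltose, pine and aspen. Neither passed the test on either wood. Of the 11 class II peroxidases, 5 rose and 1 fell on each wood, and the numbers were the same when adjusted over the list alone. Without maltose replicate 2, 2 fell on pine.

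**Figure D1:**
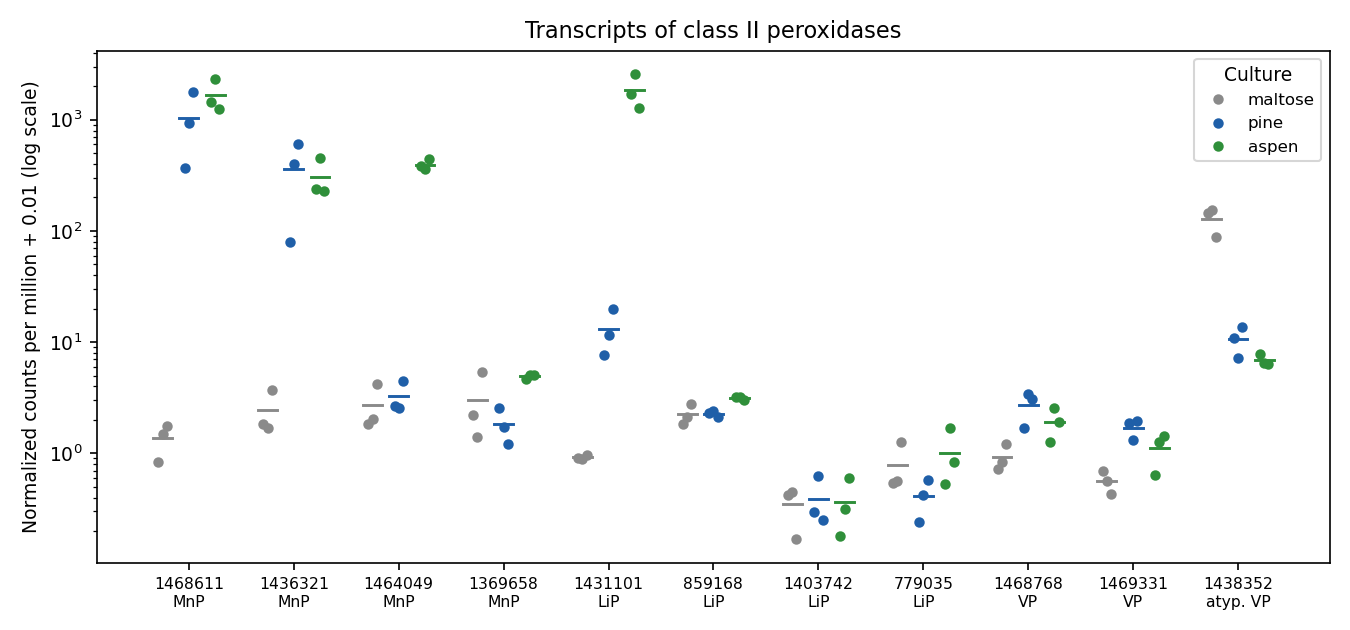
Transcript levels of the class II peroxidases, as CPM plus 0.01 on a log scale, with 1 point per library (maltose in grey, pine in blue, aspen in green) and bars at the means. The aspen points of 1431101 lie around 1854.6 and those of 1464049 around 395.1, while the pine means of these genes are 13.1 and 3.24.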

Hydrogen peroxide production is central to lignin degradation as it is required for peroxidase activity. Accordingly, transcriptomes from cultivations on pine and aspen were respectively enriched in six and five unique transcripts predicted to encode family AA3_2 glucose methanol choline (GMC) oxidoreductases. 

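Of the 14 AA3_2 glucose methanol choline (GMC) oxidoreductase transcripts, many of whose products make hydrogen peroxide, 8 rose and 4 fell on pine, and 10 rose and 4 fell on aspen. The same numbers held when adjusted over the list alone. AA3_2 1429888 rose from 1.81 CPM on maltose to 80.3 ± 3.36 (SD, n = 3) on pine and 213.8 ± 42.0 on aspen. Its log2 fold changes were 5.46 (standard error 0.38, adjusted p = 1.9e-07) and 6.88 (standard error 0.40, adjusted p = 4.7e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AA3_2 1465734 rose by 3.99 on pine (standard error 0.32, adjusted p = 5.9e-07) and 3.35 on aspen (standard error 0.31, adjusted p = 2.1e-06), and 1463000 rose by 2.72 and 2.39 on the log2 scale. Another transcript, 1362859, rose by 2.76 on pine and 1.66 on aspen. In contrast, AA3_2 1462838 fell by 3.20 on pine (standard error 0.26, adjusted p = 5.3e-07) and by 2.24 on aspen (standard error 0.24, adjusted p = 7.2e-06) from the same test. AA3_2 1433476 fell by 2.32 on aspen (standard error 0.22, adjusted p = 2.5e-06). With Bonferroni adjustment added, 4 AA3_2 transcripts were at least 4-fold higher on pine and 3 on aspen.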

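The glyoxal oxidases of family AA5_1 oxidize small aldehydes and release hydrogen peroxide. AA5_1 1376269 had 1.57 CPM on maltose, 29.7 ± 23.4 (SD, n = 3) on pine and 124.6 ± 39.8 on aspen. The log2 fold change against maltose was 4.23 on pine (standard error 0.59, adjusted p = 5.0e-05) and 6.30 on aspen (standard error 0.64, adjusted p = 3.8e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AA5_1 1480943 rose from 7.72 to 86.8 ± 64.3 CPM on pine and 547.1 ± 204.8 on aspen, with log2 fold changes of 3.49 (standard error 0.62, adjusted p = 3.4e-04) and 6.15 (standard error 0.70, adjusted p = 1.0e-05) from the same test. AA5_1 1454649 had log2 fold changes of 4.32 on pine (standard error 0.47, adjusted p = 6.1e-06) and 6.12 on aspen (standard error 0.50, adjusted p = 5.8e-07). The remaining member, 1357891, was already abundant on maltose, at 2099.6 ± 257 CPM, and its log2 fold change of 0.67 on pine (standard error 0.26, adjusted p = 0.041) no longer passed the test without any single one of the maltose libraries, pine replicate 2 or 3, or aspen replicate 2 or 3, with the library code prefix, the replicate number or the trim length as a term, or in a fit to the 6 libraries of pine and maltose. All 4 AA5_1 transcripts thus rose on pine and 3 rose on aspen, also when adjusted over the list alone. With Bonferroni adjustment added, 1 of them was at least 4-fold higher on both woods with edgeR and 3 were with DESeq2. With edgeR the number was 3 without pine replicate 1 and 0 without maltose replicate 1, 2 or 3, and 3 with Benjamini-Hochberg adjustment alone.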

Transcripts from three family AA5_1 glyoxal oxidases were also enriched in both transcriptomes (Fig. 2). 

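On pine, the CAZyme transcript with the highest mean was AA3_4 1471985, a predicted pyranose oxidase, at 4620.6 ± 1964.2 CPM (SD, n = 3). It was followed by the expansin-related protein 1440495 at 3532.5 ± 1001.6, AA3_2 1368367 at 3427.6 ± 888.9 and AA5_1 1357891 at 3344.1 ± 934.5. On aspen, CBM13 1464925 had the highest mean, 3160.2 ± 977.2, followed by AA3_2 1368367 at 2392.0 ± 733.5, while expansin-related 1440495 had 2224.0 ± 166. On maltose, the same CBM13 transcript had 7529.0 ± 1542.0 CPM. AA3_3 1368318, a predicted alcohol oxidase, had 4.52 ± 1.15 CPM on maltose, 1160.9 ± 433.6 on pine and 2055.5 ± 820.9 on aspen. By mean level it ranked 15 of 267 CAZyme transcripts on pine and 5 on aspen, and the AA2 MnP 1468611 ranked 16 on pine and 6 on aspen. Among all 11130 genes, 1368318 ranked 147 on pine and 50 on aspen, and 1468611 ranked 178 and 68. With the authors' normalized counts, the ranks among all genes were 148 and 50 for 1368318 and 175 and 68 for 1468611. Neighbouring ranks were not tested, and the SDs overlap for most of these means.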

In fact, the most abundant transcripts in both samples from cultivations on wood encoded a predicted AA2 MnP (1468611) and a predicted AA3_3 alcohol oxidase (1368318), consistent with there being a major role for oxidoreductase activities in lignocellulose conversion by *P. coccineus*.

Overall, *P. coccineus* transcriptomes obtained following growth on aspen or pine comprised similar levels of transcripts predicted to encode lignocellulose degradation activities. However, growth on aspen uniquely led to the enrichment of two AA9 LPMO transcripts (1423642 and 1417214), one AA2 MnP (1464049) and three GH10 xylanases (1395316, 1426850 and 1419320), the latter being consistent with differences in hemicellulose compositions in the two substrates (Fig. 2; Additional file 2: Table S2). Conversely, growth on pine was distinguished by the enrichment of two alternative AA9 LPMO transcripts (793241 and 1466495), one GH3 β-glucosidase (1434274) and two AA3_4 H_2_O_2_-producing pyranose oxidases (1471985 and 1440372). 

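Across the transcriptome, 49 transcripts were at least 4-fold higher on pine than on aspen and 51 were at least 4-fold higher on aspen than on pine, by edgeR's quasi-likelihood test with both adjustments. Among the 267 CAZyme transcripts tested, 3 were at least 4-fold higher on pine and 5 on aspen. The 5 were GH10 1395316 and 1426850, the acetyl xylan esterase family members CE1 1377160 and 1392142, which both carry a CBM1, and MnP 1464049. These counts moved when 1 library was left out, which leaves fewer libraries for the test. At least 4-fold higher on pine were 22, 24 or 26 transcripts without aspen replicate 1, 2 or 3, 30 without maltose replicate 3 and 32 without pine replicate 2, and at least 4-fold higher on aspen were 33 without pine replicate 2. With the library code prefix as a term 19 were higher on pine, with the replicate number as a term 79 and in the fit to the 6 libraries of pine and aspen 23. DESeq2 gave 144 higher on pine and 82 on aspen, with 8 and 10 CAZyme transcripts, and Benjamini-Hochberg adjustment alone gave 157 and 141, with 9 and 16.

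**Figure D2:**
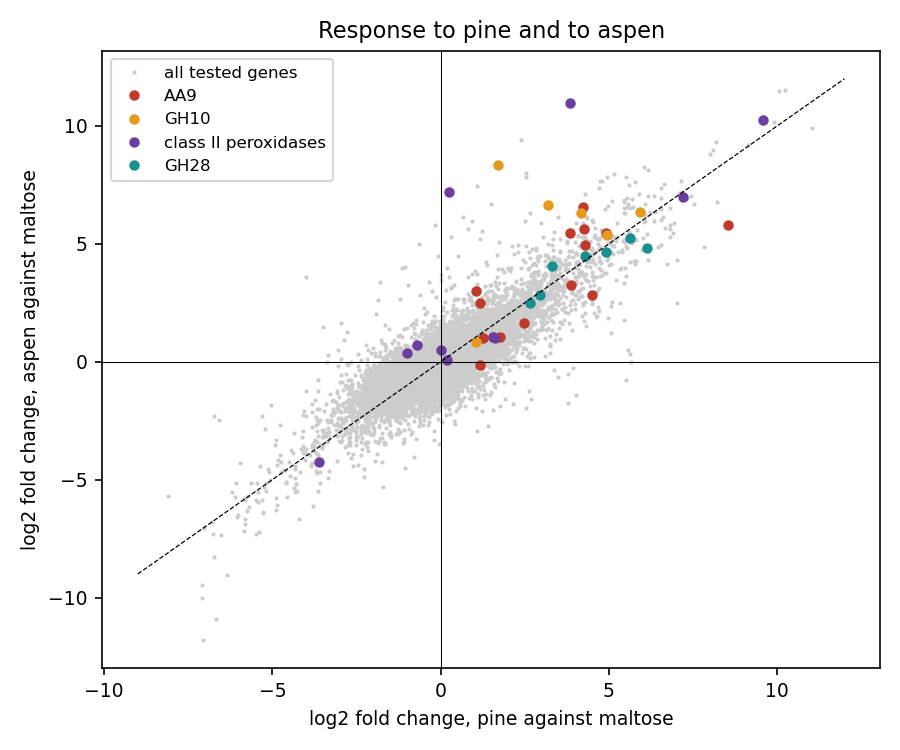
Log2 fold change against maltose of each tested gene on pine (x axis) and on aspen (y axis), 1 point per gene, with the dashed line at equal values and AA9 in red, GH10 in orange, class II peroxidases in purple and GH28 in teal. GH10 1395316, at 1.71 on pine and 8.34 on aspen, lies far above the line, and the GH28 points lie near it.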

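The aspen-associated transcripts differed between the woods by more than the spread between cultures. GH10 1395316, a xylanase that cuts the xylan backbone, had 1.01 ± 0.405 CPM (SD, n = 3) on maltose, 3.32 ± 0.349 on pine and 327.7 ± 39.0 on aspen. For this transcript, the log2 fold change was -6.62 for pine against aspen (standard error 0.29, adjusted p = 5.3e-08), 8.34 for aspen against maltose (standard error 0.32, adjusted p = 5.1e-09) and 1.71 for pine against maltose (standard error 0.27, adjusted p = 1.3e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GH10 1426850, which carries a CBM1, had 39 CPM on pine and 425.1 ± 187.1 on aspen, a log2 fold change of -3.45 for pine against aspen (standard error 0.37, adjusted p = 7.5e-05). GH10 1419320 had 18.8 ± 10.7 on pine and 82.3 ± 6.67 on aspen, a log2 fold change of -2.12 (standard error 0.37, adjusted p = 0.001). Both of these xylanases also rose on pine against maltose, by 3.20 and 4.16 on the log2 scale. AA9 1423642 had 7.07 CPM on pine and 27.2 on aspen, with a log2 fold change of -1.94 for pine against aspen (standard error 0.36, adjusted p = 0.002) and 2.99 for aspen against maltose (standard error 0.37, adjusted p = 2.4e-05). Against maltose it rose by 1.05 on pine (standard error 0.36, adjusted p = 0.023), which no longer passed the test without maltose replicate 1 (0.86), maltose replicate 2 (0.97) or pine replicate 2 (0.70), or with the trim length (0.78) or the library code prefix (0.97) as a term. AA9 1417214 had 26.6 CPM on pine and 136.1 on aspen, a log2 fold change of -2.35 for pine against aspen (standard error 0.59, adjusted p = 0.010). With the library code prefix as a term, the latter was -1.97 and did not pass. The paper sets the higher xylanase transcripts on aspen beside the different hemicellulose compositions of the 2 woods.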

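AA9 1466495 had 0.221 ± 0.0427 CPM (SD, n = 3) on maltose, 83.7 ± 77.6 on pine and 12.8 ± 4.49 on aspen. On the log2 scale, its fold change was 8.54 for pine against maltose (standard error 0.72, adjusted p = 8.1e-07), 5.82 for aspen against maltose (standard error 0.68, adjusted p = 1.3e-05) and 2.71 for pine against aspen (standard error 0.51, adjusted p = 0.002) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without pine replicate 2, the values were 7.43 on pine and 1.61 for pine against aspen, and both passed. The other AA9 transcript, 793241, had 30.0 CPM on pine and 19.7 on aspen and rose by 3.87 and 3.26 against maltose. The estimated log2 fold change of 0.61 for pine against aspen (standard error 0.60, adjusted p = 0.467) did not pass the test. The β-glucosidase GH3 1434274, which splits cellobiose into glucose, had 41.7 ± 5.87 CPM on maltose, 195.9 ± 45.4 on pine and 41.3 ± 15.8 on aspen. It rose by 2.23 on pine (standard error 0.29, adjusted p = 3.3e-05), with a log2 fold change of -0.01 on aspen (standard error 0.28, adjusted p = 0.972) and 2.25 for pine against aspen (standard error 0.30, adjusted p = 3.0e-04). The pyranose oxidase AA3_4 1471985, which makes hydrogen peroxide from sugars, had 741.3 ± 198.6 on maltose and 958 ± 423.1 on aspen. Its log2 fold change was 2.64 for pine against maltose (standard error 0.40, adjusted p = 9.5e-05) and 2.27 for pine against aspen (standard error 0.39, adjusted p = 0.001). AA3_4 1440372 had 132.3 ± 95.5 CPM on pine and 51.8 ± 29.1 on aspen and rose by 3.60 and 2.24 against maltose. For pine against aspen its log2 fold change was 1.35 (standard error 0.52, adjusted p = 0.064), and it passed the test without pine replicate 3 (1.79) or aspen replicate 3 (1.92) or with the trim length as a term (1.56). Of the 2 AA3_4 transcripts, 1 was thus higher on pine than on aspen, and both were when adjusted over the list alone.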

Unexpectedly, however, none of the 14 transcripts significantly more abundant in *P. coccineus* after growth on pine as compared to aspen was predicted to directly target galactoglucomannan.

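The 3 CAZyme transcripts at least 4-fold higher on pine than on aspen were GH16 1367729, CE4 1433098 and GH3 1434274. Of these, GH16 1367729 was lower on both woods than on maltose, and less so on pine. The carbohydrate esterase CE4 1433098, from a family that includes chitin deacetylases, had 26.1 ± 3.36 CPM (SD, n = 3) on maltose, 499.3 ± 191.2 on pine and 86.6 ± 6.89 on aspen. The log2 fold change for pine against aspen was 2.53 (standard error 0.27, adjusted p = 8.1e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With edgeR, 1 CAZyme transcript passed these thresholds without aspen replicate 1, 2 or 3, and 0 did with the library code prefix as a term or in a fit to the 6 libraries of pine and aspen, against 8 with DESeq2 and 9 with Benjamini-Hochberg adjustment alone in all 9 libraries. None of the 3 belongs to the mannan-active families. Of the 9 mannan-active transcripts tested, 2 were lower on pine than on aspen and 7 did not pass the test, also when adjusted over the list alone. With DESeq2, with its size factors in edgeR or without pine replicate 3, 1 was higher on pine. GH5_7 236998 had a log2 fold change of -1.61 (standard error 0.25, adjusted p = 8.8e-04), and GH5_7 1388575 had -1.43 (standard error 0.45, adjusted p = 0.029) from the same test. The latter did not pass without aspen replicate 1 (-1.33) or 3 (-1.31) or pine replicate 2 (-1.38), with the library code prefix or the trim length as a term, or in a fit to 6 libraries. The endo-mannanase GH5_7 1359888 had a log2 fold change of 0.23 for pine against aspen (adjusted p = 0.786), the α-galactosidase GH27 1440257 had 0.26 (adjusted p = 0.401) and the β-mannosidase GH2 1369807 had 0.36 (adjusted p = 0.298).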

### *Pycnoporus coccineus* displays similar sets of CAZymes upon growth on hardwood and softwood

LC–MS/MS was subsequently used to identify secreted CAZymes contributing most to the activities of secretomes extracted after cultivation on pine (referred to herein as PcoPine) or on aspen (referred to herein as PcoAspen) (Additional file 3: Figure S2). The secretome extracted from control cultivation on maltose (referred to herein as PcoMaltose) was also analyzed for comparison. A total of 115, 135 and 135 proteins were identified in PcoMaltose, PcoPine and PcoAspen, respectively (Additional file 2: Table S3, Additional file 4). Most of the detected proteins (84 %) were common to the two wood cultivations. Signal peptides were predicted for 89 % of identified proteins. PcoPine and PcoAspen contained 73 and 78 CAZymes, respectively, versus 54 CAZymes in PcoMaltose (Fig. 3). These CAZymes were broadly categorized as GH (39 in PcoMaltose, 60 in PcoPine and 62 in PcoAspen), AA (9, 8, 9), CE (CE) (3, 2, 5) and polysaccharide lyases (PL) (1, 1, 1) in PcoMaltose, PcoPine and PcoAspen, respectively.

**Fig. 3:**
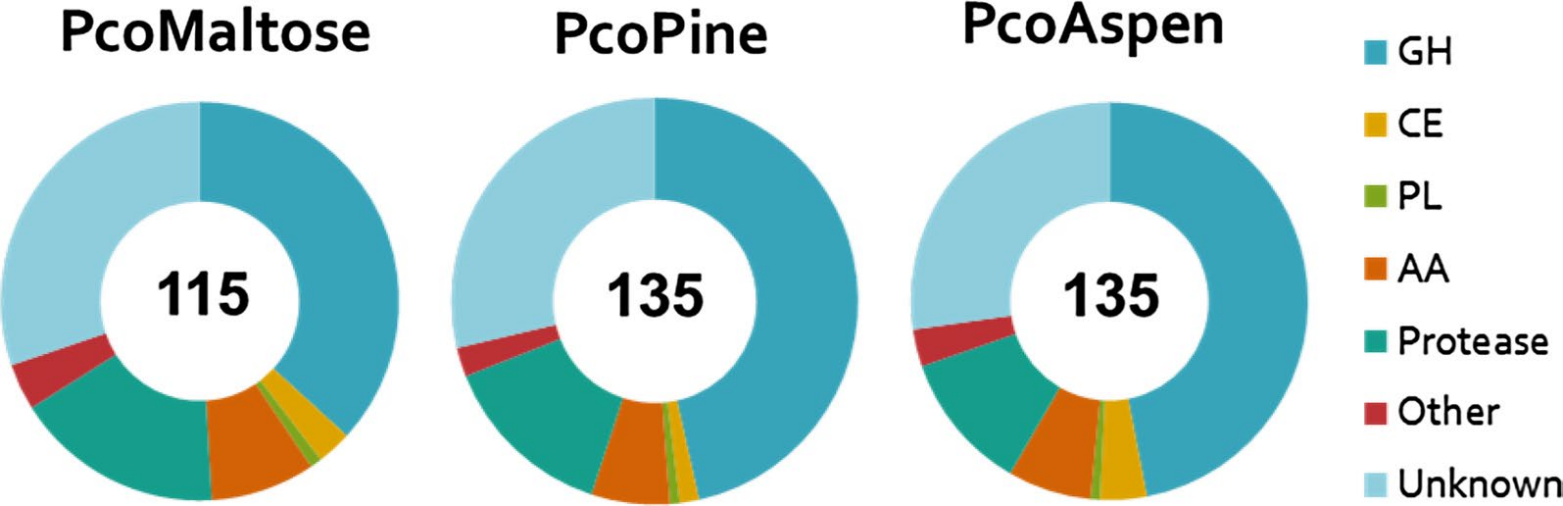
Distribution of *P. coccineus* proteins identified by LC–MS/MS in secretomes extracted from cultivations on maltose, pine and aspen. *GH* glycoside hydrolase, *PL* polysaccharide lyase, *CE* carbohydrate esterase, *AA* auxiliary activity

Several CAZymes were identified in PcoPine and/or PcoAspen that were not detected in PcoMaltose (Table 1; Fig. 4). These included a total of 32 enzymes from CAZy families most often attributed to cellulose, hemicellulose, and pectin degradation, including GH families GH3, GH5_5, GH5_7, GH6, GH10, GH12, GH16, GH28, GH43 and GH45, as well as CE family CE1, and two AA9 LPMOs. Several AA families with activities attributed to lignin degradation, including enzymes from families AA2 and AA3, were also detected in the set of enzymes uniquely found in PcoPine and/or PcoAspen. Overall, the activities identified in the two wood conditions were globally similar, and the numbers of identified peptides suggested that most enzymes were produced in comparable amounts (Fig. 4). However, consistent with transcriptomic analyses, one AA2 MnP (1464049) was identified solely in PcoAspen, and one AA2 MnP (1436321) was only identified in PcoPine even though transcripts were identified in both cultivations on wood. 

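MnP 1464049 had 2.69 ± 1.32 CPM (SD, n = 3) on maltose, 3.24 ± 1.10 on pine and 395.1 ± 43.3 on aspen. For this transcript, the log2 fold change for pine against aspen was -6.94 (standard error 0.39, adjusted p = 2.6e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For MnP 1436321, the log2 fold change for pine against aspen was 0.24 (standard error 0.54, adjusted p = 0.764), and its levels overlapped between the woods. The third MnP, 1468611, had a log2 fold change of -0.70 for pine against aspen (standard error 0.45, adjusted p = 0.262), which was -1.36 and passed the test without pine replicate 3. In the paper's proteome table, 1464049 was identified by 8 peptides on aspen alone and 1436321 by 6 peptides on pine alone. Of the 42 proteins that the paper's table lists only in wood secretomes, 34 transcripts rose and 2 fell on pine and 38 rose and 2 fell on aspen, also when adjusted over the list alone. The 2 that fell on pine became 1 without maltose replicate 1 or 3 or pine replicate 1 or 2, or with the trim length or the library code prefix as a term. Between the woods, 5 of these transcripts were higher on pine and 11 on aspen, and 6 and 13 were when adjusted over the list alone. The 5 became 2 without aspen replicate 1 or 2 and 3 without aspen replicate 3, maltose replicate 2 or pine replicate 2 or with the library code prefix as a term.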

Finally, whereas only one protein bearing a CBM1 module was detected in PcoMaltose, PcoPine and PcoAspen secretomes comprised 10 and 12 CBM1-containing CAZymes, respectively, which were largely attached to CAZy catalytic modules known to target cellulose: GH131 (1467772), GH3 (1404940), GH5_5 (1375024, 1429791 and 1434718), GH6 (1357326), or xylan: GH10 (1437837 and 1426850), and CE1 (1392142 and 1377173) (Table 1).

**Table 1:** CAZymes identified by LC–MS/MS in wood grown samples only

Protein ID	CAZY annotation	Number of detected peptides	
		PcoPine	PcoAspen
1452465	AA1_1	7	9
1436321	AA2	6	Nd
1464049	AA2	Nd	8
1401955	AA3_1-AA8	7	8
1374028	AA9	4	4
1423642	AA9	Nd	3
1377173	CBM1-CE1	Nd	4
1392142	CBM1-CE1	Nd	2
1411666	GH3	14	8
1404940	GH3-CBM1	2	5
1429791	CBM1-GH5_5	3	4
1375024	CBM1-GH5_5	2	6
1434718	CBM1-GH5_5	2	4
1359888	CBM1-GH5_7	6	5
1357326	CBM1-GH6_3	13	16
1366028	GH7	9	8
1437837	CBM1-GH10	9	7
1426850	CBM1-GH10	6	8
1395316	GH10	Nd	3
1358049	GH12	7	Nd
1447621	GH16_1	3	3
1372016	GH16	Nd	2
651762	GH16	2	Nd
1434602	GH16	3	Nd
1445051	GH18	17	7
1447824	GH18-CBM5	Nd	5
1463186	GH18-CBM5	Nd	5
1106774	GH18-CBM5	4	2
1463187	GH18-CBM5	Nd	3
1456924	GH18_14-CBM5 [×2]	Nd	6
688728	GH28_9	19	16
1439310	GH28	3	4
1370654	GH28	8	9
1358510	GH30	15	14
1435501	GH43	13	14
408613	GH43	2	Nd
1445623	GH43-CBM35	8	12
1433077	GH45	2	3
1377179	GH55	30	54
1361311	GH72-CBM43	3	3
1453868	GH92	Nd	2
1467772	GH131-CBM1	2	3

*Nd* not detected

**Fig. 4:**
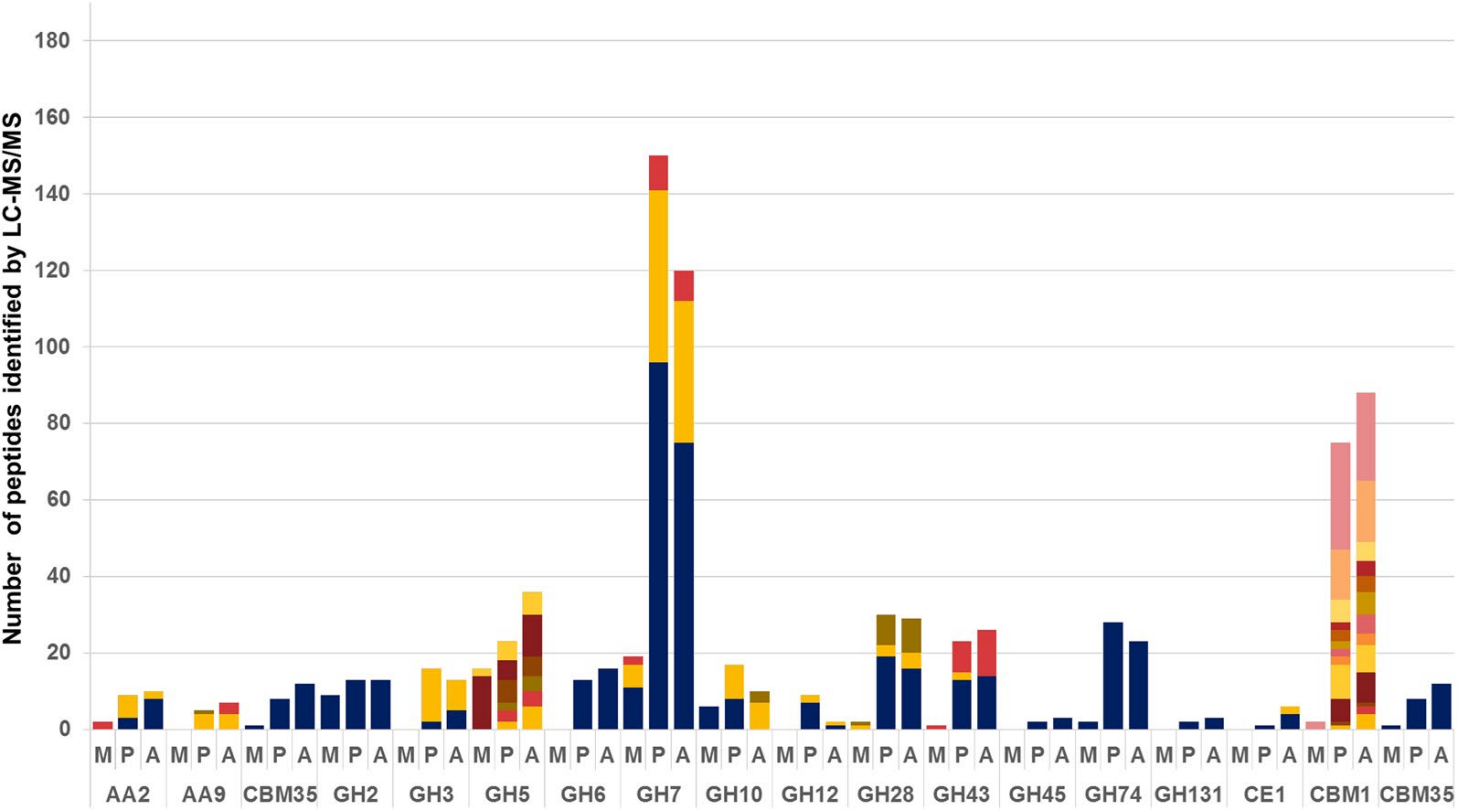
Number of representatives and peptide abundance for selected CAZy families identified in *P. coccineus* secretomes. *M* PcoMaltose, *P* PcoPine, *A* PcoAspen, *GH* glycoside hydrolase, *CBM* carbohydrate-binding module, *CE* carbohydrate esterase, *AA* auxiliary activity. *Colors* highlight different representatives of each family

### Other proteins potentially involved in biomass degradation

Cytochrome P450 monooxygenases can transform lignin fragments as well as aromatic extractives, and have been implicated in the detoxification of these compounds [23–25]. The *P. coccineus* genome comprises 205 genes predicted to encode P450 monooxygenases distributed among several P450 families. Among these, the transcripts of 86 P450 genes were identified in the *P. coccineus* transcriptomes collected herein, where 24 of them were more abundant (4–170 times) following cultivation on wood compared to maltose, and only 8 were differentially expressed between pine and aspen (Additional file 2: Table S4). 

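The 3 P450 genes with the largest rises on pine were higher there than on aspen. P450 1297918 had 11.0 ± 3.76 CPM (SD, n = 3) on maltose, 2491.3 ± 1178.0 on pine and 323.3 ± 14.1 on aspen. On the log2 scale, its fold change was 7.83 for pine against maltose (standard error 0.43, adjusted p = 4.6e-08), 4.88 for aspen against maltose (standard error 0.37, adjusted p = 3.6e-07) and 2.95 for pine against aspen (standard error 0.34, adjusted p = 1.3e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. P450 1362558 had 17.8 ± 1.12, 1874.2 ± 521.9 and 315.8 ± 24.0 CPM on maltose, pine and aspen. The estimated log2 fold change was 6.72 for pine against maltose (standard error 0.30, adjusted p = 1.9e-08), 4.15 for aspen against maltose (standard error 0.26, adjusted p = 8.2e-08) and 2.57 for pine against aspen (standard error 0.24, adjusted p = 3.0e-05) from the same test. The difference between the woods for 1362447 was 2.73 (standard error 0.31, adjusted p = 1.2e-04). The CYP2 transcript 1410653 went the other way, at -2.53 for pine against aspen (standard error 0.29, adjusted p = 1.1e-04). Of the 61 P450 transcripts listed in Table S4, 34 rose and 19 fell on pine, and 36 rose and 21 fell on aspen. Adjusted over the list alone, 36 rose and 20 fell on pine, and 36 rose and 22 fell on aspen. Between the woods, 15 were higher on pine and 15 on aspen, and 17 and 18 were when adjusted over the list alone, with a median log2 fold change of 0.05. With the library code prefix as a term, 9 were higher on pine. P450 1461314 fell by 4.13 on the log2 scale on pine and by 3.20 on aspen. With both adjustments, 17 transcripts were at least 4-fold higher on pine, 20 on aspen and 21 on either wood, and 4 differed at least 4-fold between pine and aspen. The 17 became 11 without maltose replicate 3, and the 4 became 2 without aspen replicate 1 or pine replicate 2 or with the library code prefix as a term, and 1 without aspen replicate 3. Table S4 was drawn from these samples, so its counts are not independent evidence.

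**Figure D3:**
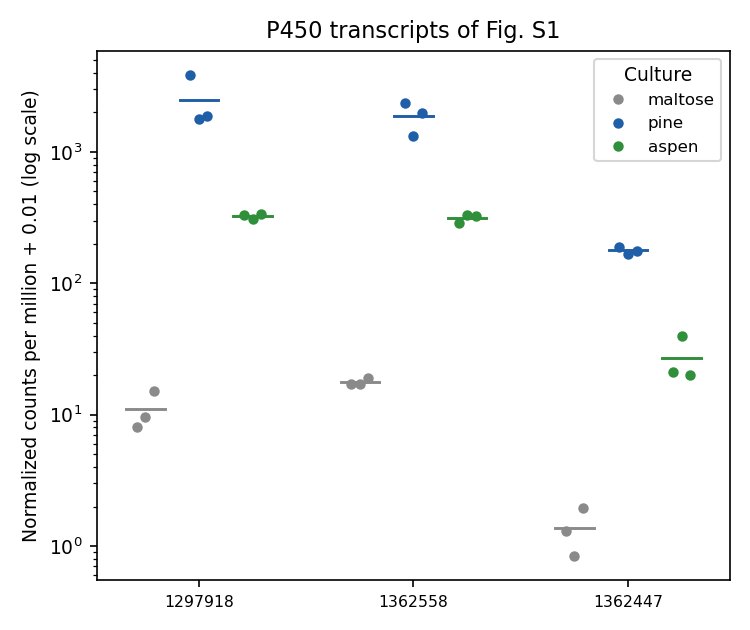
Levels of the P450 transcripts of Fig. S1, as CPM plus 0.01 on a log scale, with 1 point per library (maltose in grey, pine in blue, aspen in green) and bars at the means. For 1297918 the means are 11.0 on maltose, 323.3 on aspen and 2491.3 on pine.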

Based on comparisons with curated fungal P450s (http://p450.riceblast.snu.ac.kr), these 24 P450 sequences largely grouped within clans 64 and 534 of P450 classification system [26, 27].

In addition, it is worth mentioning that both transcriptomic and proteomic analyses led to the identification of sequences of unknown or hypothetical functions. Transcriptomic data revealed an impressive number of gene models (2117) encoding proteins with unknown function (Additional file 2: Table S5). Among these, 455 and 414 transcript sequences were more than four times upregulated in pine and aspen cultivations, respectively. In particular, two sequences (1468135 and 1437297) were more than 500 times more abundant in both wood cultivations compared to the maltose reference. 

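The transcript of unknown function 1477222 rose from 0.163 CPM on maltose to 360.1 ± 105 (SD, n = 3) on pine and 164.1 ± 17.8 on aspen. Its log2 fold change was 11.05 on pine (standard error 0.47, adjusted p = 1.6e-08) and 9.92 on aspen (standard error 0.45, adjusted p = 1.1e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Transcript 271638 rose by 9.12 on pine (standard error 0.46, adjusted p = 2.7e-08) and 9.18 on aspen (standard error 0.46, adjusted p = 1.9e-08) from the same test. Both had few reads on maltose, so the size of these folds is less certain than their direction. Transcript 1448556 was associated with aspen, at 2.10 ± 0.759 CPM on maltose, 11.1 ± 1.56 on pine and 1425.2 ± 427.9 on aspen. The log2 fold change for pine against aspen was -7.00 (standard error 0.37, adjusted p = 1.6e-07). Transcript 679895 was associated with pine, at 600.5 ± 415 CPM on pine against 12.0 ± 4.55 on maltose and 11.8 ± 4.39 on aspen, and its log2 fold change for pine against aspen was 5.66 (standard error 0.54, adjusted p = 3.2e-05). With both adjustments, 330 transcripts of unknown function were at least 4-fold higher on pine than on maltose and 292 on aspen, or 455 on aspen with Benjamini-Hochberg adjustment alone. Among the 1810 tested transcripts of Table S5 without a predicted signal peptide, 889 rose and 502 fell on pine, and 954 rose and 484 fell on aspen. Adjusted over the list alone, 906 rose and 513 fell on pine, and 987 rose and 501 fell on aspen. The table was drawn from these samples, so the counts are not independent evidence.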

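Gene 1468135, the putative hydrophobin, one of the small surface-active proteins that coat hyphae, had 0.206 CPM on maltose, 224.6 ± 169.5 (SD, n = 3) on pine and 600.9 ± 64.6 on aspen. For this transcript, the log2 fold change was 10.07 on pine (standard error 0.85, adjusted p = 8.3e-07) and 11.49 on aspen (standard error 0.89, adjusted p = 3.9e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the woods, -1.42 for pine against aspen, did not pass the test with all libraries (adjusted p = 0.068) and did without pine replicate 1 (-1.98) or 3 (-0.92) or with the replicate number as a term (-1.78). Gene 1437297, the putative thaumatin-like protein, had 0.308 CPM on maltose, 303.8 ± 73.2 on pine and 366.8 ± 60.2 on aspen. On the log2 scale, its fold change was 9.91 on pine (standard error 0.42, adjusted p = 1.6e-08) and 10.18 on aspen (standard error 0.43, adjusted p = 7.4e-09) from the same test. The maltose libraries held 3 to 11 reads of 1468135 and 6 to 20 reads of 1437297, which limits the precision of both folds.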

BlastP analysis revealed that sequence 1468135 is a putative hydrophobin (83 % identity with hydrophobin 2 from *Trametes versicolor*, EIW61059) and sequence 1437297 shared high homology with an osmotin thaumatin-like protein from *Trametes versicolor* (80 % identity, XP_008043489.1). Figure 5 summarizes transcripts encoding proteins with unknown function that encoded a signal peptide, differentially regulated in cultivations on wood, and for which proteins were identified in proteomic analyses. 

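Among 297 tested transcripts of unknown function with a predicted signal peptide, 162 rose and 66 fell on pine, and 157 rose and 65 fell on aspen. Adjusted over the list alone, 163 rose and 69 fell on pine, and 163 rose and 72 fell on aspen. Their median log2 fold change was 0.98 on pine and 0.85 on aspen. The largest fall in this group was that of 825568, which had 21.9 ± 2.83 CPM (SD, n = 3) on maltose, 0.370 ± 0.329 on pine and 0.180 ± 0.0832 on aspen. The estimated log2 fold change was -5.82 on pine (standard error 0.49, adjusted p = 8.3e-07) and -6.89 on aspen (standard error 0.53, adjusted p = 3.8e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Transcript 1419800 rose more on aspen, with a log2 fold change of 7.85 there (standard error 0.50, adjusted p = 8.4e-08) and 2.55 on pine (standard error 0.40, adjusted p = 1.4e-04) from the same test. For pine against aspen, its log2 fold change was -5.30 (standard error 0.44, adjusted p = 1.0e-05). Between the woods, 77 of the 297 were higher on pine and 41 on aspen, and 84 and 50 were when adjusted over the list alone. The 77 became 51 without aspen replicate 2, and with the library code prefix as a term the 77 became 38 and the 41 became 25. Table S5 was drawn from these samples, so the tallies are not independent evidence.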

Notably, of the 48 proteins of unknown function identified in secretomes, 16 were uniquely identified in PcoPine and/or PcoAspen (Additional file 2: Table S6), and 15 corresponded to transcripts of unknown function that were enriched in at least one transcriptome from cultivation on wood (Additional file 2: Table S5).

**Fig. 5:**
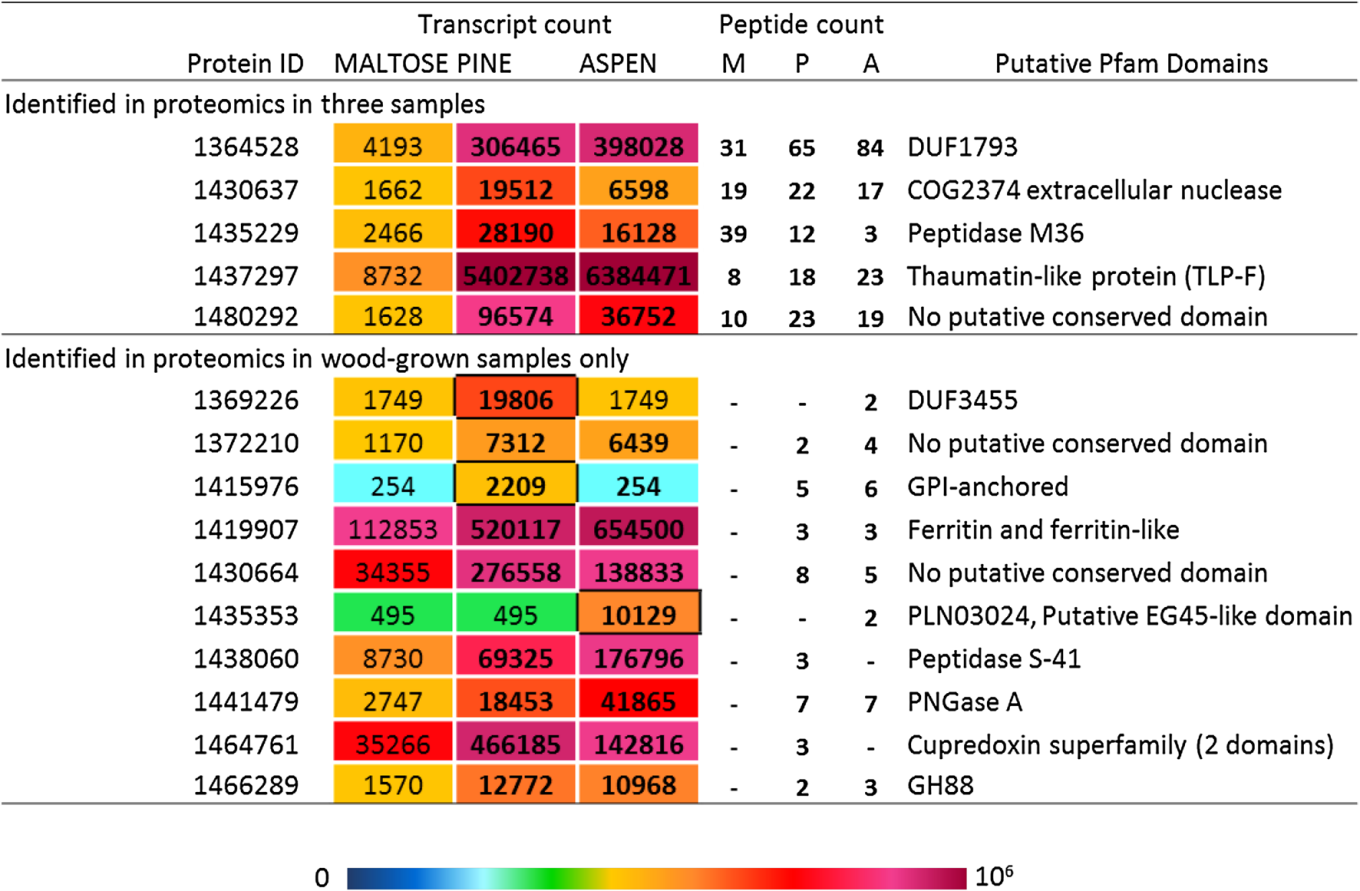
Heat maps and abundance of transcripts for proteins of unknown function produced by *P. coccineus* during growth. *M* PcoMaltose, *P* PcoPine, *A* PcoAspen

### Characterization of wood hydrolysates produced by PcoPine and PcoAspen

To compare the ability of PcoPine and PcoAspen to degrade aspen and pine wood, saccharification experiments were conducted. Wood fragments were incubated for 24 h with each secretome. The pine and aspen wood fragments used in this study contained 38.7 and 45.9 % glucose, 7. 6 and 16.9 % xylose, 9.0 and 1.8 % mannose, out of 65.1 and 69.9 % of total carbohydrates, respectively (Additional file 2: Table S7). DNS analyses revealed that PcoPine and PcoAspen were able to release comparable amounts of reducing sugars from pine and aspen, with PcoPine slightly but consistently more efficient over replicate experiments (Fig. 6). Surprisingly, both secretomes released significantly more reducing sugars from pine than from aspen. To check if this was due to the particular batches of wood that we utilized or to inherent properties of PcoPine and PcoAspen enzyme mixtures, we conducted a control experiment using Celluclast, a commercial enzyme mixture produced by *T. reesei*. As expected for a *T. reesei* cellulase cocktail, the Celluclast reference displayed the opposite pattern, with higher release of reducing sugars from aspen than pine (Fig. 6).

**Fig. 6:**
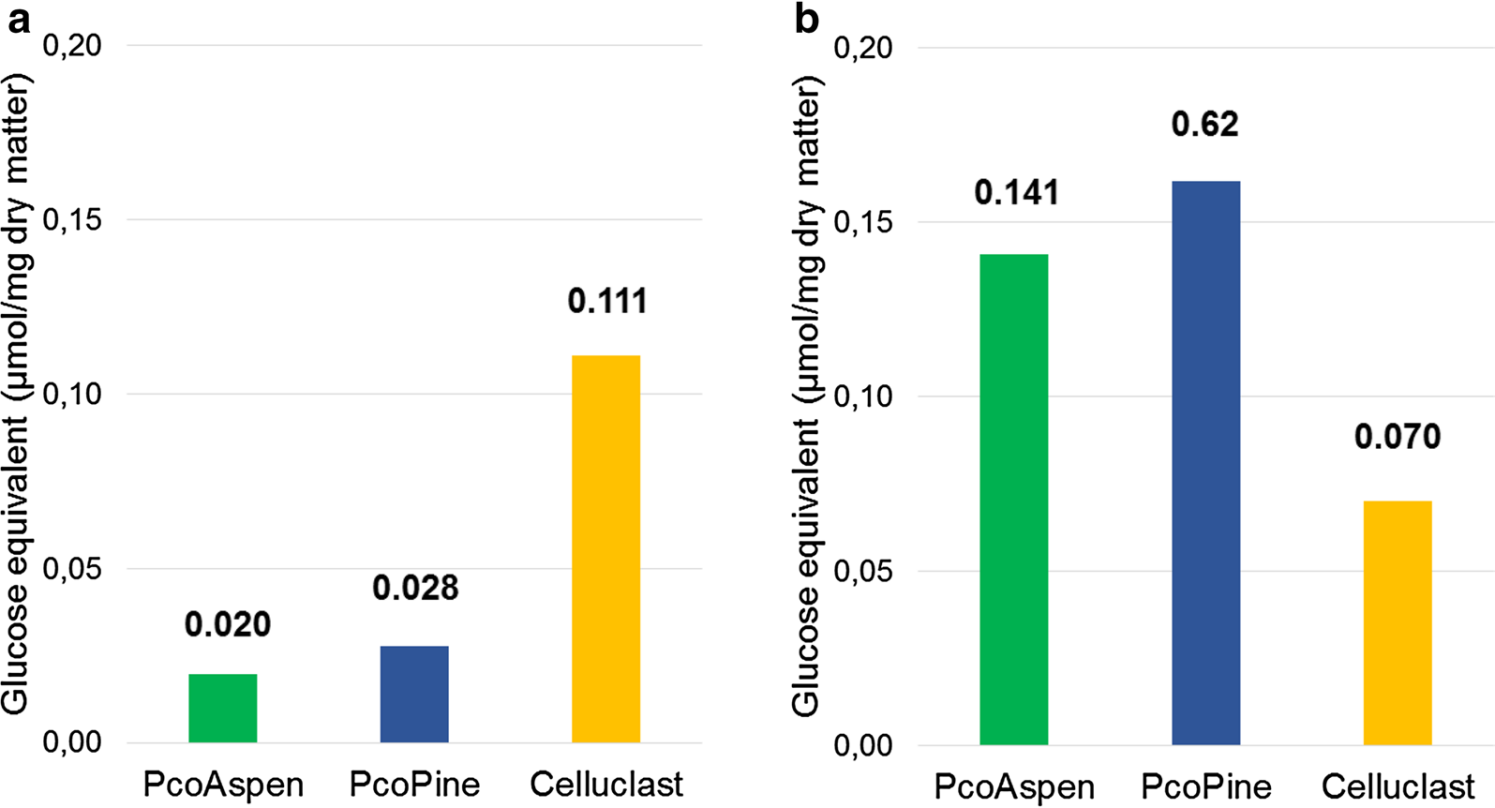
Saccharification of wood using PcoAspen and PcoPine secretomes. Soluble sugars as determined using the DNS assay following treatment of aspen (**a**) and pine (**b**). Celluclast-treated samples were included as a reference. Values were determined from three independent experiments

Reaction supernatants were further analyzed using ionic chromatography to identify the released sugars (Fig. 7). Consistent with DNS analyses, the amounts of glucose released by PcoAspen and PcoPine from pine were significantly higher than that released from aspen (Additional file 3: Figure S3). In addition to the main peak corresponding to glucose (retention time 4.56 min), chromatograms of reaction products released from both aspen and pine also contained several smaller peaks with retention times between 5 and 17 min which likely corresponded to oligomers of cellulose or hemicellulose (Fig. 7). Of note, the soluble sugars released by PcoPine from both aspen (Fig. 7a) and pine (Fig. 7b) included at least two unique peaks (retention time 6.43 and 10.50 min, respectively), which may have contributed to the slightly higher DNS values measured using PcoPine.

**Fig. 7:**
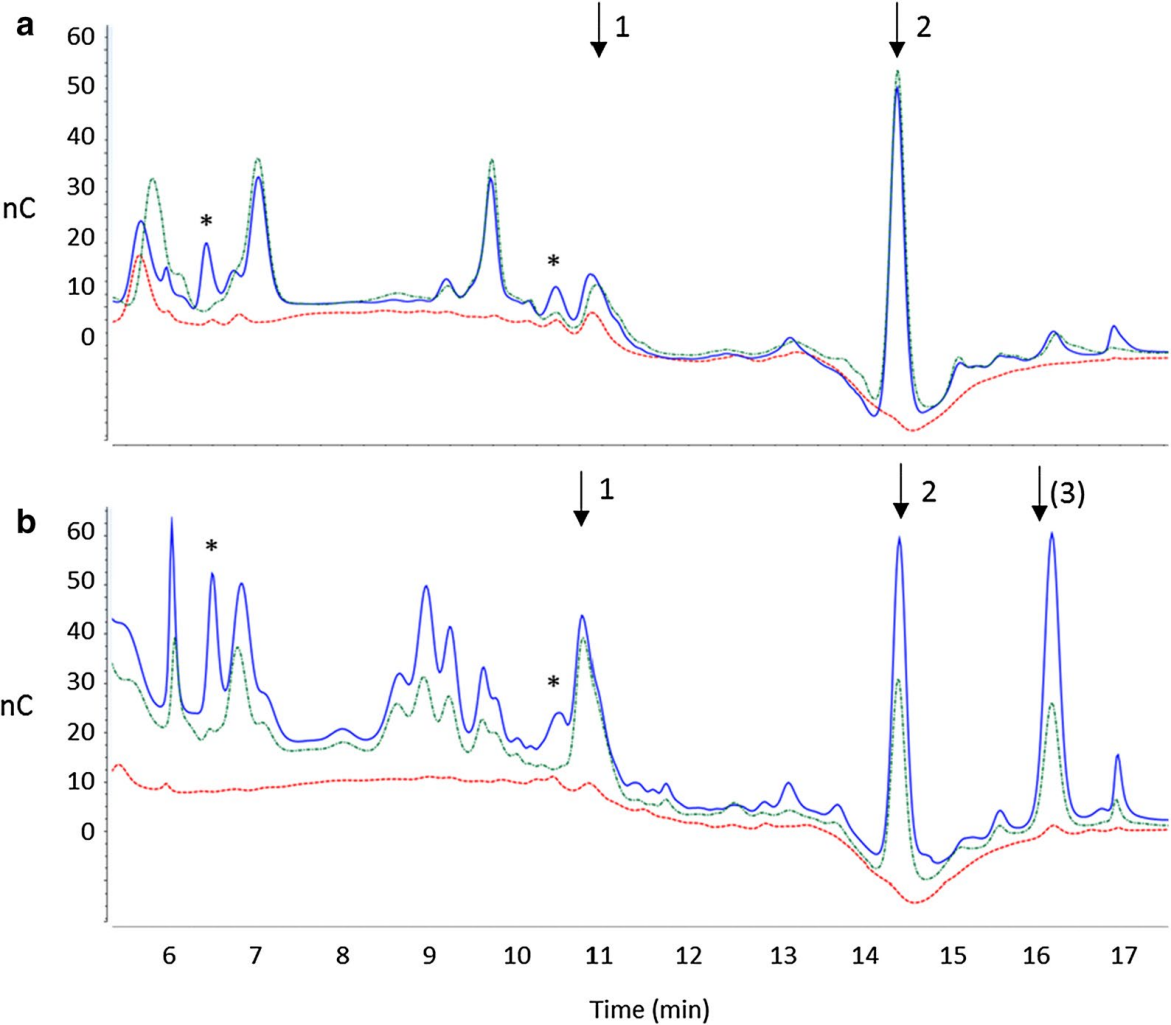
HPAEC profiles of soluble fractions after saccharification of aspen (**a**) and pine (**b**) using *P. coccineus* secretomes. The control sample (no enzymes) is shown in *red*, PcoPine-treated sample in *blue* and PcoAspen-treated sample in *green*. *Black arrows* indicate oxidized sugars: (*1*) gluconic acid was identified at 10.8 min, (*2*) cellobionic acid at 14.4 min and (*3*) possibly another oxidized sugar. *Black stars* indicate oligomers that were released upon incubation with PcoPine alone

In addition to neutral sugars, both PcoAspen and PcoPine also released significant quantities of oxidized sugars from both substrates. Oxidized sugar standards were used to confirm that at least gluconic acid and cellobionic acid (C1-oxidized sugars) were among the oxidized products. A third peak with a retention time of 16.20 min was detected only in reactions with pine, and could represent an additional oxidized sugar product. In a recent study, Isaksen et al. [28] have shown that an LPMO of family AA9 from *Neurospora crassa*, (NcLPMO9c), was able to cleave oligosaccharides as small as G4 and release oxidized G2, meaning that LPMOs can process oligomers released by cellulases. Given the detection of AA9 revealed by proteomic analysis, the presence of several oxidized sugars identified through HPAEC analysis might indicate a similar mechanism.

### Time-of-flight secondary ion mass spectrometry (ToF-SIMS) analysis of wood fiber residues

To gain further insight into the action of PcoPine and PcoAspen, residual pine and aspen wood were recovered following 24-h treatment with each secretome, and then analyzed by ToF-SIMS. ToF-SIMS is a mass spectrometry technique used to characterize the composition of sample surfaces, including relative occurrence of polysaccharides and lignin on wood fiber surfaces [29]. Previously, the sensitivity of ToF-SIMS (as low as ppb) was harnessed to investigate the action of both carbohydrate and lignin-active enzymes directly on wood fibers [30, 31], and so was used herein to detect changes in biomass compositions resulting from the action of PcoPine and PcoAspen. Notably, as a surface analysis technique, ToF-SIMS could provide new insight into the mode of action of each secretome, assuming that corresponding activities would first target fiber surfaces.

Wood samples treated with buffer alone were also used as negative controls. Peaks corresponding to lignin and polysaccharides were extracted from ToF-SIMS spectra, and intensities between wood treatments were compared using principal component analysis (PCA). Analysis of lignin specific peaks showed a composition of lignin in pine and aspen samples characteristic of softwood and hardwood samples, respectively. Spectra from pine mainly included peaks at 137 and 151 Da [characteristic of guaiacyl lignin (G-lignin)] and spectra from aspen included additional peaks at 167 and 181 Da [characteristic of syringyl lignin (S lignin)]. A large peak at 121 Da [characteristic of *p*-hydroxyphenyl lignin (H-lignin)] was also detected in aspen samples. However, this peak has also been ascribed to *p*-hydroxybenzoic acid, which is present in poplar species [32]. Accordingly, to minimize interferences from aromatic compounds not originating from lignin, the peak at 121 Da was discarded from subsequent PCA.

PCA of spectra generated from wood treated with PcoAspen and PcoPine confirmed that the major difference relative to control samples was the depletion of polysaccharide peaks in the treated samples, indicating that the main modification of both pine and aspen by either secretome resulted from the enzymatic hydrolysis of plant polysaccharides (Fig. 8). Closer inspection of PCA loadings for aspen samples (Fig. 8d) revealed that the intensity of certain polysaccharide peaks did not differ between enzyme-treated and control samples, including peaks at 127 and 145 Da, previously attributed to cellulose [33]. By contrast, these peaks were depleted in enzyme-treated pine samples (Fig. 8b), consistent with more extensive degradation of cellulose as indicated by DNS and HPAEC analyses. This result would suggest that while both PcoPine and PcoAspen modified wood fiber surfaces, pine samples were more readily penetrated by both secretomes, leading to higher overall release of reducing sugars. PCA did not distinguish enzyme-treated and control samples based on lignin composition. This result suggests that lignin modifications by PcoPine and PcoAspen were minor in our experimental conditions, and would have had minimal impact on overall changes to polysaccharide composition.

**Fig. 8:**
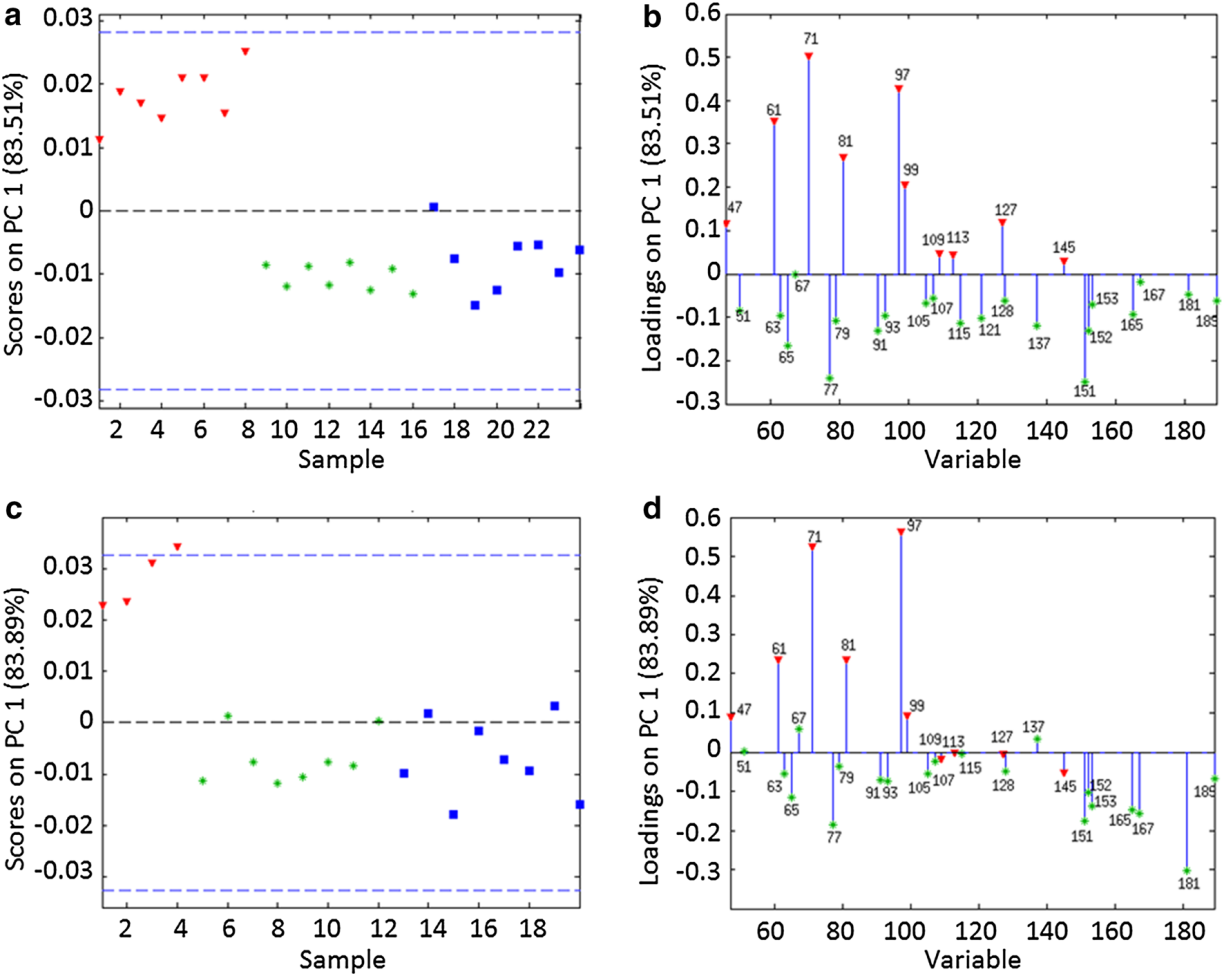
PCA analysis of ToF-SIMS spectra obtained from residual pine (**a**, **b**) and aspen (**c**, **d**) after enzymatic treatment. PCA scores (**a**, **c**) and loadings (**b**, **d**) show that the separation of treatment groups was explained by differences in lignin and polysaccharide ions. Score plots: *red triangles* control samples (no enzyme), *green stars* PcoAspen-treated samples, and *blue squares* PcoPine-treated samples. Loadings plots: *red triangles* polysaccharide peaks and *green* *stars* lignin peaks. Percent values denote the percent of total sample variance described by PC1. Four to eight spectra were acquired for each sample

## Discussion

The ability of the white-rot fungus *Pycnoporus coccineus* CIRM-BRFM310 to grow on both softwood and hardwood motivated the analysis of the enzyme combinations that could be used to improve processing of coniferous wood and hardwood feedstocks.

Our transcriptomic and secretomic analyses of *P.coccineus* in response to woody substrates identified the most highly expressed genes coding for secreted enzymes at early stages of fungal growth on wood. The distribution of CAZy families present in PcoAspen and PcoPine secretomes confirmed the typical white-rot behavior of *P. coccineus* [14]. Notably, many glycoside hydrolase families present in PcoAspen and PcoPine secretomes were also identified in the secretomes of other Agaricomycotina cultivated on the same aspen source [34]. In particular, enzymes belonging to families GH3 and GH5 were identified in the secretomes of all the Agaricomycotina compared in this earlier study. Similar to our findings, CBM1 was the most frequently represented carbohydrate-binding module, which was similarly fused to glycoside hydrolase families predicted to target cellulose and xylan (i.e. families GH5, GH6, GH10, GH11 and AA9) [34]. In our study, both PcoAspen and PcoPine comprised 12 CBM1-containing enzymes among which one GH6, three GH7s, and two AA2 peroxidases, representing typical activities required for both cellulose and lignin depolymerization. Family AA9 LPMOs are also produced by typical white-rot degraders [34] and have been shown to dramatically improve cellulase performance [35]. Characteristically then, transcriptomic analysis of *P. coccineus* following growth on aspen or pine confirmed the expression of 15 AA9 genes, in addition to the one AA9 and two AA9s for which corresponding proteins were detected in PcoPine and PcoAspen, respectively, confirming the potential role of LPMO in wood conversion.

Notably, the most upregulated transcript corresponded to a predicted H_2_O_2_-producing alcohol oxidase (1368318; CAZY family AA3_3). 

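AA3_3 1368318 rose by 8.00 on the log2 scale on pine (standard error 0.49, adjusted p = 7.6e-08) and by 8.83 on aspen (standard error 0.50, adjusted p = 4.5e-08), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the size of its rise, it ranked 4 among the 267 CAZyme transcripts tested from Table S2 on pine and 2 on aspen, and 11 among all genes tested on each wood. The MnP 1468611 ranked 1 among these 267 on both woods, to which the LiP-annotated 1431101 does not belong, and 5 on pine and 4 on aspen among all genes. Another AA3_3 transcript, 1465271, rose by 4.29 on pine (standard error 0.40, adjusted p = 1.9e-06) and 4.96 on aspen (standard error 0.42, adjusted p = 7.5e-07) from the same test. All 3 AA3_3 transcripts rose on both woods, also when adjusted over the list alone. The log2 fold change of 1368318 for pine against aspen was -0.82 and did not pass the test (adjusted p = 0.099). Without aspen replicate 1 it was -1.12 and passed.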

Alcohol oxidase enzymes are flavoproteins from the glucose–methanol–choline (GMC) oxidoreductases family [36]. Alcohol oxidases can use the methanol potentially produced during lignin attack (demethoxylation) to produce H_2_O_2_ and have so far been mainly associated to hydroxyl radical generation in Fenton reactions induced by brown-rot wood decay fungi [15, 37]. Genes coding for predicted alcohol oxidases have been found in the genome of white-rot fungi [34] and high levels of transcription for alcohol oxidases upon growth on wood have been highlighted in the white-rotter *P. chrysosporium* [15]. This suggests a major role for H_2_O_2_ producing enzymes which support both the action of peroxidases and the Fenton reaction, and will warrant further investigation.

*Pycnoporus coccineus* has previously been studied for its ability to secrete laccases (CAZy family AA1_1; 20). The monokaryotic strain CIRM-BRFM 310 used in this study was obtained in vitro from a basidiospore of the parental strain CIRM-BRFM 66 (IMB W006-2) which was first identified as a high producer of laccase [38]. After expert annotation of the AA1 CAZy family, we identified five gene models coding for predicted laccases (Additional file 2: Table S8). Our results show that three laccase genes are transcribed in CIRM-BRFM 310 during growth on maltose (1366139, 1452465 and 1477425). In our conditions, 1452465 shows constitutive transcription on pine and aspen and is found in the secretome of the fungus grown on these substrates. 

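Laccase 1452465 had 2.23 ± 0.347 CPM (SD, n = 3) on maltose, 3.44 ± 1.17 on pine and 2.79 ± 0.241 on aspen. Its log2 fold change was 0.62 on pine (standard error 0.30, adjusted p = 0.095) and 0.32 on aspen (standard error 0.30, adjusted p = 0.388) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without pine replicate 2, the value on pine was 0.81 and passed the test. In the paper's proteome table, this laccase was identified by 7 peptides on pine and 9 on aspen. Its transcript was thus low in all 3 conditions beside laccases 1366139 and 1434777, which had 3557.8 ± 652 and 2476.1 ± 489.2 CPM on maltose.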

On the contrary, 1366139 and 1477425 are the most abundantly transcribed on maltose and are downregulated after 3-day growth on pine and aspen (Additional file 2: Table S8). These results show that, although two laccases are detected in the secretomes of the fungus grown on pine and aspen, low transcript levels are observed on these substrates, suggesting that laccases are rather downregulated during the early response of this fungus to woody biomass.

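Of the 5 laccase transcripts, 4 fell on both pine and aspen, also when adjusted over the list alone. Laccase 1366139 fell to 869.5 ± 332.4 CPM (SD, n = 3) on pine and 562.7 ± 161.8 on aspen. The log2 fold change was -2.03 on pine (standard error 0.32, adjusted p = 1.3e-04) and -2.66 on aspen (standard error 0.32, adjusted p = 2.0e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Laccase 1477425 fell from 171.8 ± 25.8 on maltose to 37.2 ± 3.08 on pine and 25.6 ± 7.31 on aspen, with log2 fold changes of -2.21 (standard error 0.23, adjusted p = 4.2e-06) and -2.75 (standard error 0.23, adjusted p = 8.4e-07) from the same test. The largest fall was that of laccase 1434777, to 30.3 ± 26.7 CPM on pine and 4.63 ± 0.503 on aspen. The corresponding log2 fold changes were -6.35 (standard error 0.56, adjusted p = 1.2e-06) and -9.06 (standard error 0.63, adjusted p = 1.7e-07). Without pine replicate 1, the value on pine was -7.38. Laccase 1363242 had 175.8 ± 44.1 CPM on maltose, 2.50 ± 2.33 on pine and 3.31 ± 0.759 on aspen, and fell by 6.11 and 5.73 on the log2 scale. Its log2 fold change on pine was -7.25 without pine replicate 1. In the paper's proteome table, laccase 1366139 was identified by 154 peptides on maltose, 57 on pine and 61 on aspen, and 1434777 by 14 peptides on maltose.

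**Figure D4:**
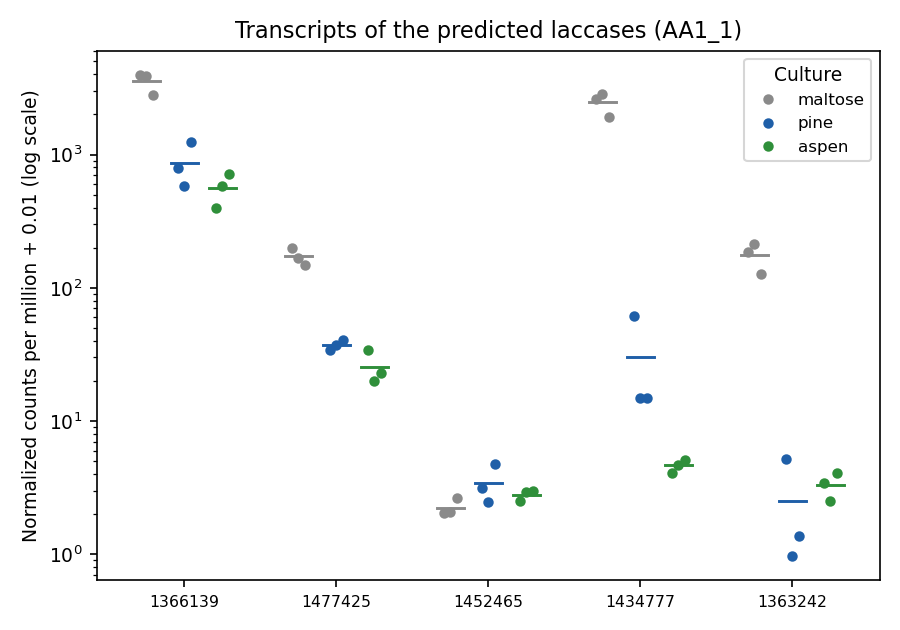
Levels of the laccase transcripts, as CPM plus 0.01 on a log scale, with 1 point per library (maltose in grey, pine in blue, aspen in green) and bars at the means. The mean of 1434777 is 2476.1 on maltose, 30.3 on pine and 4.63 on aspen, while that of 1452465 lies between 2.23 and 3.44.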

Although the overall profile of CAZymes obtained through transcriptome and secretome sequencing revealed similar sets of enzymes released after cultivating *P. coccineus* on aspen and pine, some notable differences were observed. In particular, transcripts encoding xylanases were more abundant following cultivation on aspen, and several distinct AA9 transcripts were enriched following growth on either aspen or pine. Nevertheless, these differences did not lead to detectable impact on saccharification results: release of total reducing sugars, profiles of neutral oligomers and oxidized sugars, and modifications of wood fiber surfaces. 

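Of 6 GH10 xylanase transcripts, 3 were lower on pine than on aspen and 3 did not pass the test, also when adjusted over the list alone. Esterases that act on hemicellulose went the same way, with 8 of 12 transcripts lower on pine than on aspen, the same number when adjusted over the list alone, and 5 without aspen replicate 2 or 3, with the library code prefix as a term or in a fit to the 6 libraries of pine and aspen. CE1 1377160, which carries a CBM1, had 7.72 ± 1.45 CPM (SD, n = 3) on pine and 339 ± 70.9 on aspen. For this transcript, the log2 fold change for pine against aspen was -5.46 (standard error 0.28, adjusted p = 1.5e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CE15 1470261, from the family of glucuronoyl esterases that cut links between lignin and xylan, had 33.7 ± 10.2 on pine and 168.1 ± 9.35 on aspen, a log2 fold change of -2.32 (standard error 0.40, adjusted p = 0.001). CE16 1437703 had a log2 fold change of -2.64 (standard error 0.42, adjusted p = 8.9e-04) and CBM1-CE1 1392142 of -3.32 (standard error 0.43, adjusted p = 2.9e-04) from the same test. Among the 15 AA9 transcripts, 4 were higher on pine and 4 on aspen, and 4 and 5 were when adjusted over the list alone. With the library code prefix as a term, 2 were higher on aspen. AA9 1464041 was among those higher on pine, at 906 ± 232.3 CPM against 285.7 ± 3.63 on aspen, a log2 fold change of 1.66 (standard error 0.24, adjusted p = 4.6e-04). Of the 22 transcripts of CBM1-bearing proteins, 10 were lower on pine than on aspen, and 11 were when adjusted over the list alone. The endoglucanase GH5_5 1434718, one of these, had a log2 fold change of -3.65 (standard error 0.53, adjusted p = 5.5e-04), and the cellobiohydrolase GH7 1366028 had -3.49 (standard error 0.56, adjusted p = 9.8e-04).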

Perhaps more remarkable, both PcoPine and PcoAspen released more total sugars from pine preparations compared to aspen. This observation underscores the additional insight gained through characterizing both soluble and insoluble products from saccharification assays, and suggests that a core set of enzymes present in both PcoPine and PcoAspen penetrated pine particles more readily than aspen.

In general, wood fiber from hardwood species is more readily biologically transformed compared to coniferous softwood [39]. This has been attributed in part to higher lignin content, larger amounts of extractive components, and smaller pore size in softwood [40, 41]. Nevertheless, some white-rot fungi such as *D. squalens* [11], *P. carnosa* [6] and *P. gigantea* [10] have developed the ability to grow efficiently on softwood. Related studies have highlighted specific patterns in terms of gene content, gene expression and proteins secreted to tackle softwood substrates. For instance, pectin degradation has been previously correlated to efficient softwood decay; particularly through the solubilization of pectin-rich pit membranes which thereby promotes access to other lignocellulose components and penetration through adjacent tracheids [42]. In this context, it is interesting to note that the genomes of the conifer-adapted fungi *P. gigantea* and *Heterobasidion annosum* encode higher numbers of GH28 and CE8 pectinolytic enzymes compared to other Polyporales sequenced to date [10]. Higher expression of GH28 genes upon growth on softwood (especially pine) versus hardwood has been observed for *P. carnosa* [43]. Similar observations were made for the brown-rot fungus *P. placenta* [15], in which one GH28 polygalacturonase and one GH28 rhamnogalacturonase were enriched following growth on pine as opposed to aspen. 

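The folds against maltose of the 7 GH28 polygalacturonases ranged from 6.38 to 70.5 on pine and from 5.71 to 37.9 on aspen, with median log2 fold changes of 4.30 and 4.49. The highest on pine, 688728, had a log2 fold change of 6.14 there, which was 5.37 without pine replicate 2, and the highest on aspen, 1370654, had 5.24, which was 4.33 with the trim length as a term. Both CE8 pectin methylesterases rose on both woods, and the smaller rise was that of 1367399, from 5.60 ± 1.23 CPM (SD, n = 3) on maltose to 24.5 ± 14.3 on pine and 29.1 ± 1.58 on aspen. Its log2 fold changes were 2.13 (standard error 0.34, adjusted p = 1.6e-04) and 2.38 (standard error 0.34, adjusted p = 8.5e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between pine and aspen, 688728 was the GH28 transcript that passed the test, with a log2 fold change of 1.30 (standard error 0.44, adjusted p = 0.040). It no longer passed when adjusted over the list alone, or without any single aspen library, maltose replicate 2 or pine replicate 2, where it was 0.55. The other 6 GH28 transcripts did not pass edgeR's test between the woods with all 9 libraries, but 1 was lower on pine than on aspen with DESeq2 and in edgeR without maltose replicate 3 or pine replicate 1.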

In the current study, all seven genes predicted to encode GH28 polygalacturonases and the two genes predicted to encode CE8 pectin methylesterases were significantly enriched in *P. coccineus* CIRM-BRFM310 transcriptomes following growth on both aspen and pine (4–55 times more abundant than in the maltose condition). Involvement of cytochrome P450 monooxygenases in wood degradation and specifically in the transformation of softwood lignin and extractives has been previously discussed [23, 25]. For instance, 15 P450 monooxygenase genes were enriched upon growth on pine as compared to growth on aspen in the softwood-adapted brown-rot fungus *P. placenta* [15]. Similarly, the comparison of *P. chrysosporium* and *P. carnosa* genomes has revealed a particularly large number of P450 sequences in the softwood degrader *P. carnosa*. In this study, transcript levels of P450 sequences belonging to clans 64 and 534 were enriched upon growth on both aspen and pine. It is interesting to note that these clans were also among the most expanded clans in *P. carnosa* P450ome as compared to *P. chrysosporium* [6]. Preferential expression of MnPs over LiPs has also been correlated to growth on coniferous wood. Examples include *D. squalens,* whose genome encodes nine MnP and no LiP [44], and *P. carnosa* [6] in which seven MnP and only four LiP genes have been identified. Accordingly, of the four MnPs and four LiPs encoded by the *P. coccineus* genome (Additional file 2: Table S9), three MnP genes were significantly expressed upon growth on both aspen and pine, whereas transcripts corresponding to LiP genes were not identified. It is conceivable that Mn^3+^ chelates that mediate MnP activity can diffuse readily through the particularly dense G-lignin structures of plant cell walls, as suggested in Ref. [43]. However, this hypothesis will require further studies to compare the precise activity of MnP and LiPs on G and S lignin subunits.

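The versatile peroxidase (VP) transcripts, whose products join the activities of MnP and LiP, did not all change in 1 direction. VP 1468768 rose by 1.55 on the log2 scale on pine (standard error 0.40, adjusted p = 0.005) and by 1.05 on aspen (standard error 0.40, adjusted p = 0.041) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rise on aspen no longer passed the test without aspen replicate 2 (0.78) or 3 (1.06) or maltose replicate 1 (0.89) or 2 (0.98), or with the trim length or the library code prefix as a term. VP 1469331 rose by 1.61 on pine (standard error 0.42, adjusted p = 0.005), and its log2 fold change of 1.00 on aspen did not pass the test (adjusted p = 0.061). It was 1.28 without aspen replicate 1 and 1.18 with the library code prefix as a term, and passed in both. The atypical VP 1438352 fell from 128.7 ± 34.9 CPM (SD, n = 3) on maltose to 10.6 ± 3.29 on pine and 6.88 ± 0.813 on aspen. The corresponding log2 fold changes were -3.60 (standard error 0.29, adjusted p = 5.2e-07) and -4.23 (standard error 0.30, adjusted p = 1.7e-07) from the same test. Between the woods, 3 of the 11 class II peroxidase transcripts were lower on pine than on aspen, also when adjusted over the list alone. The largest of these differences was that of 1431101, at -7.15 (standard error 0.43, adjusted p = 5.5e-07). The smallest was that of the short MnP 1369658, at -1.42 (adjusted p = 0.029), which did not pass without any single aspen library or pine replicate 2 or 3, or with the library code prefix as a term (-0.96).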

In summary, the current study revealed that while *P. coccineus* growth on hardwood is common in nature, this fungus also contains the enzymatic arsenal appropriate for efficient conversion of softwood. Several parameters such as expression of pectinolytic enzymes, P450 monooxygenases and manganese peroxidases have all been noticed in earlier studies and might be critical to the ability of some fungi to degrade coniferous wood. Certainly, biochemical characterization of isolated enzymes and defined enzyme mixtures, along with additional post-genomic investigations over the Polyporales order, will help to clarify these correlations.

## Conclusion

This study reveals the surprising potential of the white-rot fungus *P. coccineus* for softwood degradation. The extensive analysis that was performed here combined genomic, transcriptomic and proteomic analyses with the assessment of enzyme activity on biomass, and revealed a full set of carbohydrate- and lignin-active enzymes produced upon cultivation on wood. The capability of *P. coccineus* for softwood deconstruction might be explained by several parameters such as peroxidase content and fiber penetration. Because of its ability, *P. coccineus* is a promising model to better understand the challenges of softwood biomass deconstruction and its use in biorefinery processes.

## Methods

### Fungal strain and enzymes

*Pycnoporus coccineus* CIRM-BRFM310 was obtained from the CIRM collection (Centre International de Ressources Microbiennes, https://www6.inra.fr/cirm_eng/Filamentous-Fungi) at the National Institute of Agricultural Research. Novozymes Celluclast 1.5L cocktail was purchased from Sigma-Aldrich (St-Louis, USA).

### *Pycnoporus coccineus* culture conditions and secretome preparation

*Pycnoporus coccineus* CIRM-BRFM 310 was grown on plates containing 15 g l^−1^ agar, YNB 1.7 g l^−1^, diammonium tartrate 1.84 g l^−1^ and either 20 g l^−1^ maltose or 15 g l^−1^ of non-pretreated and non-extracted wood powder. Plates were inoculated with a disk of a previous culture and incubated for 6 weeks at 30 °C. For RNA extractions from liquid cultures, inocula were prepared from 10-day-old non-agitated precultures as described in Ref. [45]. *P. coccineus* CIRM-BRFM 310 was grown for 3 days at 30 °C in a rotary shaker at 120 rpm in 250-ml Erlenmeyer flasks containing 100 ml of diammonium tartrate (1.84 g l^−1^); KH_2_PO_4_ (0.2 g l^−1^); CaCl_2_ (0.01 g l^−1^); MgSO_4_·7H_2_O (0.5 g l^−1^); Fe-SO4·7H_2_O (0.074 g l^−1^); ZnSO4·7H_2_O (0.077 g l^−1^); MnSO_4_·H_2_O (0.035 g l^−1^); CuSO_4_·5H_2_O (0.007 g l^−1^); yeast extract (0.5 g l^−1^); thiamin (0.002 g l^−1^); maltose (2.5 g l^−1^) in addition with ground and sifted pine wood fragments <2 mm (15 g l^−1^) or 1 mm Wiley-milled aspen (15 g l^−1^). Pine (*Pinus halepensis*) was obtained from Provence Forêt (Peyrolles en Provence, France) and consisted of air dried pine particles that contained all parts of the trunk including bark. Wiley-milled aspen (*Populusgrandidentata*) was kindly provided by Dan Cullen (Forest Product Laboratory, USDA, Madison, WI, USA). Both pine and aspen powders were raw, unextracted samples, and no pretreatment other than grinding was applied. For controls, the fungus was grown in the same medium with maltose (20 g l^−1^) as a carbon source. Each culture was performed in triplicate. Following the 3-day cultivation, culture supernatants containing secreted protein were harvested, filtered using a 0.2-µm pore-size polyethersulfone membrane (Vivaspin; Sartorius, Germany), diafiltered with 50 mM sodium acetate (pH 5.0) and concentrated using a Vivaspin polyethersulfone membrane with a 10-kDa cutoff (Sartorius). Concentrated samples were then stored at −20 °C until use. Mycelium and remaining substrate were immediately frozen in liquid nitrogen and stored at −80 °C before RNA extraction.

### RNA-seq and subsequent data analysis

Total RNA was extracted from 100 mg tissue ground with FastPrep Lysis Matrix A (MP Biomedicals) in 1 ml TRIZOL (Ambion). Nucleic acids were precipitated with isopropanol, resuspended in water and treated with RNase-free DNase I (QIAGEN). Total RNA was precipitated with LiCl and resuspended in DEPC-treated water. RNA quantity and quality were determined using the Experion RNA StdSens kit (QIAGEN). Double-stranded cDNAs were synthesized from Poly A RNA and fragmented (200–300 bp) before construction of the sequencing libraries (Kapa Library Amplification Kit; Kapa Biosystems). Sequencing was done on the Illumina HighSeq-2500 JGI platform generating paired end reads of 150 bp each. Raw fastq file reads were filtered and trimmed using the JGI QC pipeline. The reads obtained from each replicate; read counts and normalized read counts are available on GEO [46] under accession number GSE74234. QCed reads from each library were aligned to the reference genome *Pycnoporus cocci*neus BRFM 310 v1.0 using TopHat [47] with only unique mapping allowed. Read counts were determined by HTSeq (Galaxy Tool Version 0.3.2). Correlation between biological replicates was evaluated using Pearson’s correlation (Additional file 2: Table S10, Table S11). Differential gene expression was analyzed on R using DESeq2 package (version 1.5) [48]. Gene models for which the mean raw read counts were inferior to five were considered as not transcribed and their read counts were changed to zero. Read counts were normalized using ddsNorm from the DESeq Bioconductor package. This normalization method is based on the hypothesis that most genes are not differentially expressed and should have similar read counts across samples [49]. DESeq2 was used to determine differential expression between pairs of conditions. The parameters used to call a gene differentially expressed between conditions were *p* value Bonferroni <0.05 and p value Benjamini–Hochberg <0.05.

### Quantitative PCR

Reverse transcription was carried out using the iScript Reverse Transcription Supermix following the instructions of the manufacturer (Bio-Rad Laboratories, Marnes la Coquette, France). The primers for qPCR were determined using Primer3Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) and synthesized by Eurofins (Nantes, France) (Additional file 2: Table S12). The cDNA was diluted 50 times, and 2 µl was used per PCR, with 4 µl of Sso advanced SYBR Green Supermix (Bio-Rad Laboratories) and 0.3 µl each of 10 µM forward and reverse primers. Volume was adjusted to 20 µl with water. Thermocycling was carried out with one cycle at 95 °C for 30 s, followed by 40 cycles of 95 °C for 5 s and 57 °C for 5 s.

### Characterization of secretomes using LC–MS/MS

LC–MS/MS analysis of *P. coccineus* secretomes, PcoAspen, PcoPine and PcoMaltose, was performed as described in Ref. [50]. Briefly, short SDS-PAGE runs (pre-casted Bis–Tris Mini Gels, Invitrogen, France) were performed, allowing 10 µg of proteins diafiltered from secretomes to migrate on 0.5 cm length. Each one-dimensional electrophoresis lane was cut into two slices of gel and protein identification was performed using PAPPSO “Plate-forme d’Analyse Protéomique de Paris Sud-Ouest” platform facilities. In-gel digestion was carried out according to a standard trypsinolysis protocol. Online analysis of peptides was performed with a Q-exactive mass spectrometer (Thermo Fisher Scientific, USA), using a nanoelectrospray ion source. Protein identification was performed by querying MS/MS data against the *Pycnoporus coccineus* genome (http://genome.jgi.doe.org/Pycco1/Pycco1.home.html), together with an in-house contaminant database, using the X!Tandem software (X!Tandem Cyclone, Jouy en Josas, France). All peptides matched with an *E* value lower than 0.05 were parsed with X!Tandem pipeline software. Proteins identified with at least two unique peptides and a log (*E* value) lower than −2.6 were validated.

### Preparation of wood powders for activity assays

For activity measurement, the two wood samples (ground and sifted pine wood fragments and Wiley-milled aspen) were further ground separately using a cryomill to particles of roughly 100 μm (milled powders passed through a US mesh size 100 sieve, 0.150 mm diameter). Extraction on wood powders was done following the ASTM standard D1105. Briefly, samples were Soxhlet extracted in a mixture of ethanol:toluene (1:0.427 v/v) for 4 h, followed by ethanol for 8 h. The extractive-free samples were then oven-dried at 50 °C for one night and stored at room temperature until use. No other pretreatment was applied.

### Saccharification assay and soluble sugar analysis

The extractive-free wood powders described above were suspended [4 % (w/v)] in 50 mM acetate buffer (pH 5.0), and 100 µl samples were transferred to each well in 96-well microplates. Reactions were initiated by adding 6 µg of a fungal secretome or 6 µg of Celluclast to reach a final protein concentration of 30 mg ml^−1^. The final reaction volume was adjusted to 200 µl using 50 mM acetate buffer (pH5) to reach 2 % final suspension. Reaction mixtures were incubated at 40 °C for 24 h with intermittent shaking (5 min off, 20 s on cycles) at 1000 rpm in a Thermomixer incubator (Eppendorf Canada, Mississauga, Ontario). Reaction mixtures were then processed using a filtration plate (Millipore MultiScreen Barex/TiO_2_ plates) as previously described [31]. The dinitrosalicylic (DNS) assay for reducing sugar analysis was carried out with reaction supernatants using a Tecan liquid handler (Freedom Evo100, Tecan, Männedorf, Switzerland) and the automatized method described previously [51]. Reducing sugars were expressed in μmol of sugars released per mg of dry matter.

### HPAEC analysis of reducing sugars

After saccharification, soluble sugar profiles were analyzed using high-performance anion-exchange chromatography (HPAEC) coupled with pulsed amperometric detection (PAD) (ICS 3000; Dionex, Sunnyvale, USA) equipped with a carboPac PA-1 analytical column (250 × 2 mm) and guard column. Samples and standards were injected into the HPAEC system and elution was carried out using a multi-step gradient following the protocol described in Ref. [2]. Briefly, the eluents were 0.1 M NaOH (eluent A) and 1 M NaOAc in 0.1 M NaOH (eluent B). Elution was performed at a constant flow rate of 0.25 ml/min at room temperature, using a linear gradient of 0–10 % eluent B over 10 min, 10–30 % eluent B over 25 min, and an exponential gradient of 30–100 % eluent B in 5 min. The initial condition (100 % eluent A) was then restored in 1 min and maintained for 9 min to recondition the column.

### Time-of-flight secondary ion mass spectrometry

Time-of-flight secondary ion mass spectrometry measurements were made on extractive-free wood powders prepared as described above with a ToF-SIMS IV instrument (Ion-Tof Gmbh, Münster, Germany) equipped with a bismuth liquid metal ion source and reflectron-type analyzer with multichannel detector. Eight to ten spectra were acquired to ensure adequate sampling, using 50 keV Bi_3_^2+^ primary ions (~0.3 pA pulsed current) incident at 45°, operated on 100 μs cycle time with high-current bunched conditions. Spectra were acquired for 60–120 s using 128 × 128 pixel random raster pattern covering a 500 × 500 μm^2^ area. Ion doses were kept below 1 × 10^12^ ions/cm^2^ to limit sample damage. The pressure during analysis was maintained between 1 × 10^−8^ and 1 × 10^−7^ mbar. Low-energy electron flooding (20 eV) was used to reduce sample charging. Positive ion spectra were calibrated to C^+^, CH^+^, CH2^+^, CH_3_^+^, C_2_H_3_^+^ and C_3_H_5_^+^ ions using SurfaceLab v.6.1 software. Mass resolution (M/ΔM) varied depending on sample roughness and all ToF-SIMS data were binned to 1 Da before calculating peak ratios or applying statistical analysis.

### Principal component analysis

Principal component analysis (PCA) was performed using Matlab software v.7.14.0.739 R2012a (The Mathworks, Inc.) with PLS Toolbox v.6.7.1 (Eigenvector Research Inc.). Individual ToF-SIMS spectra from replicate locations on the wood powder residues were preprocessed as follows: (i) the peak intensities were normalized to the total ion intensity of the peak list to eliminate the influence of overall intensity changes that might arise from topography or variations in instrumental setup; (ii) data at each mass were mean centered so that all principal components (PCs) described variations from the data set mean.

## Additional files

10.1186/s13068-015-0407-8 Supplementary Materials and Methods.

10.1186/s13068-015-0407-8 Comparison of the CAZy repertoires in the genome of *Pycnoporus coccineus* CIRM-BRFM310-v1 with genomes of *Trametes cinnabarina* CIRM-BRFM137, *Trametes versicolor* FP-101664_SS1 and *Phanerochaete chrysosporium* RP-78 v2.1. **Table S2.** CAZy transcripts identified in transcriptome analyses. **Table S3.** CAZymes identified in proteome analyses. **Table S4.** Cytochrome P450 monooxygenases transcripts identified in transcriptome analyses. **Table S5.** Transcripts encoding sequences of unknown function identified in transcriptome analyses. **Table S6.** Proteins of unknown function identified in proteome analyses. **Table S7.** Carbohydrate composition of pine and aspen substrates used in the study. **Table S8.** Expert annotation and transcription profile of AA1s from *Pycnoporus coccineus* CIRM-BRFM 310. **Table S9.** Expert annotation and transcription profile of AA2s from *Pycnoporus coccineus* CIRM-BRFM 310. **Table S10.** Characteristics of RNA libraries used in this study. **Table S11.** Heat map of the Pearson correlations between RNASeq read counts obtained from biological triplicates of the fungus grown on maltose (M), pine (Pin) and aspen (Asp). **Table S12.** Primers used for qPCR in this study.

10.1186/s13068-015-0407-8 Transcripts abundancies determination of a set of genes by qPCR and RNAseq. Full bars indicate qPCR results, striped bars indicate RNASeq results. Expression levels on pine are shown in blue, expression levels on aspen are shown in green. Results are expressed as log2 of enrichment as compared to maltose control. UNK: 1437297, 447: 1362447, 558:1362558, 918:1297918, AA9: 1466495, AA2: 1468611, GH10: 1395316, GH28: 688728. **Figure S2.** Electrophoresis profile of *P. coccineus* secretomes. MW: Molecular weight in kDa (lane 1), secreted proteins after 3 day cultivations on maltose (lane 2), pine (lane 3), and aspen (lane 4). **Figure S3.** HPAEC profiles of soluble fractions after saccharification of aspen (A) and pine (B) using *P. coccineus* secretomes highlighting glucose release (star). **Figure S4.** Homology models for the molecular structures of class I and II heme peroxidases from the *P. coccineus* CIRM-BRFM 310 genome. Ligninolytic peroxidases, including models for 1431101 (A), 1403742 (B), 779035 (C) and 859168 (D) - harboring an exposed tryptophan potentially involved in oxidation of high redox-potential substrates, MnP-short models 1468611(E), 1436321 (F), 1464049 (G) and 1369658 (H) - harboring a putative Mn^2+^ oxidation site (formed by two glutamates and one aspartate), two VP models - 1468768 (I) and 1469331 (J) - harboring the two catalytic sites described for LiPs and MnPs, one atypical VP - 1438352 (K) - containing an atypical Mn^2+^ oxidation site formed by two aspartates and one glutamate; and CCP 1449695 (L).

10.1186/s13068-015-0407-8 Proteomics complementary information. For each condition (Maltose, Pine and Aspen), data are given regarding identified proteins (e.g. number of identified spectra, number of unique peptides, number of specific peptides) and data regarding each identified peptide (e.g. sequence, e value, charge).

## Abbreviations

AA: auxiliary activity
CAZyme: carbohydrate-active enzyme
CBM: carbohydrate-binding module
CE: carbohydrate esterase
DNS: dinitrosalicylic acid
GH: glycoside hydrolase
G lignin: guaiacyl lignin
GMC: glucose methanol choline
GT: glycosyltransferase
H lignin: *p*-hydroxyphenyl lignin
HPAEC-PAD: high-pressure anion-exchange chromatography with pulsed amperometric detection
LiP: lignin peroxidase
LPMO: lytic polysaccharide monooxygenase
MnP: manganese peroxidase
PC: principal component
PCA: principal component analysis
PL: polysaccharide lyase
S lignin: syringyl lignin
ToF-SIMS: time-of-flight secondary ion mass spectrometry

# Supplementary material for: Enhanced degradation of softwood versus hardwood by the white-rot fungus Pycnoporus coccineus
**Source:** Biotechnol Biofuels. 2015 Dec 18;8:216. doi: 10.1186/s13068-015-0407-8
**Supplement:** Supplementary file 1 — 10.1186/s13068-015-0407-8 Supplementary Materials and Methods.

**Additional File 1 : Supplementary Materials and Methods**

**Functional annotation of CAZymes**

Annotation of the set of carbohydrate-active enzymes was performed by comparing the predicted proteins to those in the CAZy database (Carbohydrate-Active enzymes Database; [www.cazy.org](http://www.cazy.org); [1]. As CAZy annotation is based on the recognition of individual catalytic modules or Carbohydrate Binding Modules (CBMs), it is possible to assess whether a gene model encoding a CAZyme covers the full length of the identified modules. Only the gene models with more than 80% overlap with a reference sequence were validated as belonging to one or more of the CAZy families, depending on their modular composition.

**Functional annotation of AA2s**

A preliminary screening of the automatically-annotated genome was performed using the Search option (“peroxidase” as search term) at the JGI web-site, and 145 gene models were initially identified in *P. coccineus* CIRM-BRFM 310. Then, a sequence-by-sequence exhaustive analysis revealed that only sixteen of the above gene models encode heme peroxidases. Class II ligninolytic peroxidases could be annotated as LiP, MnP and VP on the basis of the presence or absence of only a few amino acid residues at the substrate oxidation sites [2, 3] after homology modeling. In this respect: i) LiPs are characterized by harboring an exposed catalytic tryptophan homologous to Trp171 in *Phanerochaete chrysosporium* LiP-H8 and Trp164 of *Pleurotus eryngii* VPL; ii) MnPs are characterized by containing a Mn(II)-oxidation site near the internal propionate of heme formed by three acidic residues homologous to *P. chrysosporium* MnP1 Glu35, Glu39 and Asp179, and *P. eryngii* VPL Glu36, Glu40 and Asp175; and iii) VPs are characterized by presenting both the catalytic tryptophan and the Mn(II) oxidation site of LiPs and MnPs, respectively (atypical VPs contain an atypical Mn-oxidation site formed by one glutamate and two aspartate residues). Regarding MnPs, these peroxidases were annotated as members of the subfamily of short MnPs containing a short C-terminal tail like the exhaustively characterized short MnPs from *Pleurotus ostreatus* and *Ceriporiopsis subvermispora* [4, 5].

A representation of the homology models obtained for the enzymes identified, including key amino acid residues putatively involved in catalysis, is presented in Supplementary Figure 4, Additional File 3. LiP, MnP and VP models were obtained using the *Phanerochaete chrysosporium* LiPH8 (PDB entries 1B80 and 1B82), *Pleurotus ostreatus* MnP4 (PDB entry 4BM1) and VP1 (PDB entries 4BLK and 4BLN), and *Pleurotus eryngii* VPL2 (PDB entries 2BOQ, 4FCS and 3FMU) crystal structures as templates. Protein IDs and transcription profiles of the annotated LiP, MnP and VP are shown in Supplementary Table 12, Additional File 2.

**References**

1. Lombard V, Golaconda Ramulu H, Drula E, Coutinho PM, Henrissat B. The Carbohydrate-active enzymes database (CAZy) in 2013. Nucleic Acids Res. 2014; 42:D490-D495.
2. Ruiz-Dueñas FJ, Morales M, García E, Miki Y, Martínez MJ, Martínez AT. Substrate oxidation sites in versatile peroxidase and other basidiomycete peroxidases. J Exp Bot. 2009; 60:441-52.
3. Ruiz-Dueñas FJ, Lundell T, Floudas D, Nagy LG, Barrasa JM, Hibbett DS, Martínez AT. Lignin-degrading peroxidases in Polyporales: An evolutionary survey based on ten sequenced genomes. Mycologia. 2013; 105:1428-44.
4. Fernández-Fueyo E, Ruiz-Dueñas FJ, Martínez MJ, Romero A, Hammel KE, Medrano FJ, Martínez AT. Ligninolytic peroxidase genes in the oyster mushroom genome: Heterologous expression, molecular structure, catalytic and stability properties and lignin-degrading ability. Biotechnol Biofuels. 2014; 7:2.
5. Fernández-Fueyo E, Acebes S, Ruiz-Dueñas FJ, Martínez MJ, Romero A, Medrano FJ, Guallar V, Martínez AT. Structural implications of the C-terminal tail in the catalytic and stability properties of manganese peroxidases from ligninolytic fungi. Acta Crystallogr D Biol Crystallogr 2014; 70:3253-65.

# Supplementary material for: Enhanced degradation of softwood versus hardwood by the white-rot fungus Pycnoporus coccineus
**Source:** Biotechnol Biofuels. 2015 Dec 18;8:216. doi: 10.1186/s13068-015-0407-8
**Supplement:** Supplementary file 2 — 10.1186/s13068-015-0407-8 Comparison of the CAZy repertoires in the genome of Pycnoporus coccineus CIRM-BRFM310-v1 with genomes of Trametes cinnabarina CIRM-BRFM137, Trametes versicolor FP-101664_SS1 and Phanerochaete chrysosporium RP-78 v2.1. Table S2. CAZy transcripts identified in transcriptome analyses. Table S3. CAZymes identified in proteome analyses. Table S4. Cytochrome P450 monooxygenases transcripts identified in transcriptome analyses. Table S5. Transcripts encoding sequences of unknown function identified in transcriptome analyses. Table S6. Proteins of unknown function identified in proteome analyses. Table S7. Carbohydrate composition of pine and aspen substrates used in the study. Table S8. Expert annotation and transcription profile of AA1s from Pycnoporus coccineus CIRM-BRFM 310. Table S9. Expert annotation and transcription profile of AA2s from Pycnoporus coccineus CIRM-BRFM 310. Table S10. Characteristics of RNA libraries used in this study. Table S11. Heat map of the Pearson correlations between RNASeq read counts obtained from biological triplicates of the fungus grown on maltose (M), pine (Pin) and aspen (Asp). Table S12. Primers used for qPCR in this study.

**Additional File 2: Supplementary Tables 1 to 12**

**Supplementary Table S1**: Comparison of the CAZy repertoires in the genome of *Pycnoporus coccineus* CIRM-BRFM310-v1 with genomes of *Trametes cinnabarina* CIRM-BRFM137, *Trametes versicolor* FP-101664_SS1 and *Phanerochaete chrysosporium* RP-78 v2.1

AA: Auxiliary Activity, CBM: Carbohydrate Binding Module, CE: Carbohydrate Esterase, GH: Glycoside Hydrolase, GT: Glycoside Transferase, PL: Polysaccharide Lyase. (a) : The families containing genes potentially active on plant cell walls are indicated (PCW). The gene families targeting cellulose are highlighted in pink.

**Supplementary Table S2**: CAZy transcripts identified in transcriptome analyses

The table shows the mean number of reads for each gene in the maltose control condition and the fold change of transcript levels expressed as log2 on each substrate as compared to maltose.

padj: p value adjusted with the Benjamini-Hochberg method

padj_Bonf: p value adjusted with the Bonferroni method

P/A: Ratio of log2Fold Change_PIN/ log2Fold Change_ASP

NA: Not Applicable

**Supplementary Table S3**: CAZymes identified in proteome analyses

Nd: Not detected

**Supplementary Table S4**: Cytochrome P450 monooxygenase transcripts identified in transcriptome analyses

The table shows the mean number of reads for each gene in the maltose control condition and the fold change of transcript levels expressed as log2 on each substrate as compared to maltose.

padj: p value adjusted with the Benjamini-Hochberg method

padj_Bonf: p value adjusted with the Bonferroni method

NA: Not Applicable

**Supplementary Table** **5**: Transcripts encoding sequences of unknown function identified in transcriptome analyses

The table shows the mean number of reads for each gene in the maltose control condition and the fold change of transcript levels expressed as log2 on each substrate as compared to maltose.

NA: not applicable

padj: p value adjusted with the Benjamini-Hochberg method

padj_Bonf: p value adjusted with the Bonferroni method

**Supplementary Table S6**: Proteins of unknown function identified in proteome analyses

Nd : not detected

**Supplementary Table S7**: Carbohydrate composition of pine and aspen substrates used in the study

|  | % dry weight | |
| --- | --- | --- |
|  | Pine | Aspen |
| Rhamnose | 0.14 +/- 0.08 | 0.21 +/-0.12 |
| Arabinose | 2.09 +/- 0.09 | 0.40 +/-0.03 |
| Xylose | 7 .62 +/-0.19 | 16.85 +/-0.16 |
| Mannose | 9.04 +/-0.37 | 1.77 +/-0.05 |
| Galactose | 2.58 +/-0,02 | Nd |
| Glucose | 38.72 +/-0.48 | 45.89 +/-0.20 |
| Other | 4.89 +/-0.04 | 4.76 +/-0.02 |
| Total Carbohydrate | 65.06 +/-0.82 | 69.86 +/-0.31 |

Nd : not detected

**Supplementary Table S8**: Expert annotation and transcription profile of AA1s from *Pycnoporus coccineus* CIRM-BRFM 310

| ProteinID | CAZy  family | Predicted signal peptide | Base  Mean  Maltose | log2Fold  Change  PIN | Padj  PIN | padjBonf  PIN | log2Fold  Change  ASP | padj_ASP | padjBonf  ASP | Detected in secretomes |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1370215 | AA1 | NO | 0 | 0 | NA | NA | 0 | NA | NA | nd |  |
| 1363242 | AA1_1 | YES | 0 | 0 | NA | NA | 0 | NA | NA | nd |  |
| 1366139 | AA1_1 | YES | 38309 | -1.92 | 5.75E-07 | 1,51E-03 | -2.55 | 2.19E-11 | 2.64E-08 | maltose, pine, aspen | |
| 1434777 | AA1_1 | YES | 0 | 0 | NA | NA | 0 | NA | NA | maltose |  |
| 1452465 | AA1_1 | YES | 303 | 0 | NA | NA | 0 | NA | NA | pine, aspen |  |
| 1477425 | AA1_1 | YES | 2419 | -2.14 | 4.45E-17 | 3,88E-14 | -2.70 | 1.59E-26 | 6.43E-24 | maltose |  |
| 1425237 | AA1_2 | YES | 1644 | 0 | NA | NA | 0 | NA | NA | nd |  |

|  |
| --- |

JGI references for the 7 protein models of laccases (AA1_1) and ferroxidases (AA1_2). No laccase-like multicopper oxidases (AA1_3) was identified from the genome. The calls for signal peptides was done with signalp 3.0 from the Center for Biological Sequence Analysis (CBS) (1). *Pycnoporus coccineus* CIRM-BRFM 310 was grown in liquid cultures on 20 g/l maltose (control), 15 g/l pine or 15 g/l aspen as described in Materials and Methods. Total RNAs were extracted at day 3 from triplicates and sequenced using the Illumina HighSeq-2500 JGI platform. Gene transcripts were analyzed using DESeq2 as described in Materials and Methods. The table shows the mean number of reads for each gene in the maltose control condition and the fold change of transcript levels expressed as log2 on each substrate as compared to maltose. 

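The mean number of raw reads in the maltose libraries was 127197.3 for laccase 1366139, 88615.7 for 1434777, 6286.7 for 1363242, 6144.0 for 1477425 and 80.7 for 1452465. On pine the means were 25069.3, 974.7, 80.7, 1092.3 and 99.3 in the same order, and on aspen they were 19554.0, 161, 115, 891.7 and 97.3. Ferroxidase 1425237, a multicopper oxidase that takes part in iron uptake, had a mean of 3942.3 raw reads on maltose. On the log2 scale, its fold change was -0.80 on pine (standard error 0.51, adjusted p = 0.194) and -1.40 on aspen (standard error 0.51, adjusted p = 0.037) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall on aspen no longer passed the test without aspen replicate 1 (-0.99) or 2 (-1.29) or any single maltose library, with the trim length as a term or with DESeq2. On pine, the value was -1.57 without pine replicate 3 and -1.08 with the replicate number as a term, and passed in both.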

For comparison, the presence/absence of the proteins in the culture medium is indicated.

nd: not detected

NA: not applicable

padj: p value adjusted with the Benjamini-Hochberg method

padj_Bonf: p value adjusted with the Bonferroni method

**Reference**

1. Emanuelsson O, Runak S, von Heijne G, Nielson H. Locating proteins in the cell using TargetP, SignalP, and related tools. Nature Protocols. 2007 ; 2:953-71.

**Supplementary Table S9**: Expert annotation and transcription profile of AA2s from *Pycnoporus coccineus* CIRM-BRFM 310

| ProteinID | POD | Predicted signal peptide | Base  Mean  Maltose | log2Fold  Change  PIN | padj_PIN | padj_Bonf  PIN | log2Fold  Change  ASP | padj_ASP | padj_Bonf  ASP |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1369658 | MnP-short | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1436321 | MnP-short | YES | 8113 | 6.52 | 1.38E-31 | 3.94E-29 | 6.25 | 3.50E-29 | 1.22E-26 |
| 1464049 | MnP-short | YES | 2996 | 0 | NA | NA | 6.91 | 7.16E-74 | 2.65E-72 |
| 1468611 | MnP-short | YES | 24345 | 9.08 | 3.82E-106 | 1.53E-105 | 9.71 | 1.67E-121 | 8.33E-121 |
| 779035 | LiP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 859168 | LiP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1403742 | LiP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1431101 | LiP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1468768 | VP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1469331 | VP | YES | 0 | 0 | NA | NA | 0 | NA | NA |
| 1438352 | VP-atypical | YES | 1162 | -3.46 | 2.12E-26 | 9.13E-24 | -4.10 | 1.98E-36 | 4.64E-34 |

JGI references for the 11 protein models of class II peroxidase (short MnP, LiP, and typical and atypical VP). The calls for signal peptides was done with signalp 3.0 from the Center for Biological Sequence Analysis (CBS) (1). *Pycnoporus coccineus* CIRM-BRFM 310 was grown in liquid cultures on 20 g/l maltose (control), 15 g/l pine or 15 g/l aspen as described in Materials and Methods. Total RNAs were extracted at day 3 from triplicates and sequenced using the Illumina HighSeq-2500 JGI platform. Gene transcripts were analyzed using DESeq2 as described in Materials and Methods. 

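In the maltose libraries, the mean number of raw reads was 4591.3 for the atypical VP 1438352, 98.3 for MnP 1464049, 88.3 for MnP 1436321, 49.3 for MnP 1468611 and 32.7 for LiP 1431101. On aspen, the means were 65052.0 for LiP 1431101, 58606.7 for MnP 1468611, 13737.7 for MnP 1464049 and 10709.3 for MnP 1436321. On pine, they were 367 for LiP 1431101, 28259.0 for MnP 1468611, 93 for MnP 1464049 and 9821.3 for MnP 1436321. The VP gene 1468768 had means of 33.3 raw reads on maltose, 78 on pine and 66.7 on aspen.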

The table shows the mean number of reads for each gene in the maltose control condition and the fold change of transcript levels expressed as log2 on each substrate as compared to maltose.

NA: not applicable

padj: p value adjusted with the Benjamini-Hochberg method

padj_Bonf: p value adjusted with the Bonferroni method

**Reference**

1. Emanuelsson O, Runak S, von Heijne G, Nielson H. Locating proteins in the cell using TargetP, SignalP, and related tools. Nature Protocols. 2007; 2 :953-71.

**Supplementary Table S10**: Characteristics of RNA libraries used in this study

| Sample | Library | Number of reads | Total number of reads which mapped as single end reads | Total number of reads which mapped as paired end reads | Number of reads which map to the same gene model | Number of reads which map to different gene models | Length to trim reads to before alignment |
| --- | --- | --- | --- | --- | --- | --- | --- |
| M1 | PAWY | 41183400 | 0 | 32853022 | 32667084 | 185938 | 70 |
| M2 | PAWO | 44697506 | 0 | 35011152 | 34689956 | 321196 | 70 |
| M3 | PAUX | 37877826 | 0 | 29889534 | 29739150 | 150384 | 70 |
| Pin1 | PAWN | 49277240 | 0 | 38654866 | 38432056 | 222810 | 70 |
| Pin2 | PAWA | 48035880 | 0 | 35009522 | 34831518 | 178004 | 78 |
| Pin3 | PAWC | 39786326 | 0 | 28399534 | 28249610 | 149924 | 70 |
| Asp1 | PAUW | 43175354 | 0 | 33765684 | 33502322 | 263362 | 78 |
| Asp2 | PAUY | 43535636 | 0 | 33947846 | 33521444 | 426402 | 70 |
| Asp3 | PAWW | 41087678 | 0 | 32699904 | 32532786 | 167118 | 78 |

M: Maltose, Pin: Pine, Asp : Aspen

**Supplementary Figure 11:** Heat map of the Pearson correlations between RNASeq read counts obtained from biological triplicates of the fungus grown on maltose (M), pine (Pin) and aspen (Asp)

M1 M2 M3 Pin1 Pin2 Pin3 Asp1 Asp2 Asp3

M1 1.00 0.99 0.95 0.51 0.46 0.54 0.54 0.55 0.56

M2 0.99 1.00 0.96 0.52 0.47 0.55 0.55 0.56 0.58

M3 0.95 0.96 1.00 0.53 0.49 0.57 0.56 0.57 0.59

Pin1 0.51 0.52 0.53 1.00 0.94 0.93 0.87 0.87 0.89

Pin2 0.46 0.47 0.49 0.94 1.00 0.91 0.79 0.80 0.83

Pin3 0.54 0.55 0.57 0.93 0.91 1.00 0.86 0.91 0.92

Asp1 0.54 0.55 0.56 0.87 0.79 0.86 1.00 0.97 0.97

Asp2 0.55 0.56 0.57 0.87 0.80 0.91 0.97 1.00 0.99

Asp3 0.56 0.58 0.59 0.89 0.83 0.92 0.97 0.99 1.00

**Supplementary Table S12**: Primers used for qPCR in this study

| Corresponding protein ID | Primer | Sequence (5’-3’) |
| --- | --- | --- |
| 1468611 | PcoAA2_F | GGC ATC TCC CCG AAG ATC |
|  | PcoAA2_R | CTC GTC GAT GAT CTC GTC A |
| 1395316 | PcoGH10_F | CCG GCT CTA CTG CCA ATG |
|  | PcoGH10_R | CCT CCA GAA TTG CAG TGT ACT GA |
| 688728 | PcoGH28_F | AGC GCC CAT GAT GAA GAT |
|  | PcoGH28_R | TCG TCA ATG ACA AGG TTG G |
| 1362558 | PcoP450_558_F | GCG TTT ACG CGA ACC TTA |
|  | PcoP450_558_R | TTC CAG TAG ATG GGC TTG CT |
| 1297918 | PcoP450_918_F | GGA GGC GCT CAA GAA CAT AG |
|  | PcoP450_918_R | AGG CCA CGG AAC CAG TC |
| 1362447 | PcoP450_447_F | GTC CTT CGT CAG TGG TTC G |
|  | PcoP450_447_R | GAC GAG GTG TTC GTG GAA TT |
| 1437297 | PcoUNK_F | CGG ATT CTA CCC GAC ATC TGT |
|  | PcoUNK_R | CAA CAA TCC GCA TCA CAT TC |
| 1368318 | PcoAA3-318F | GCTCCTCAACAAGCTCAACA |
|  | PcoAA3-318R | CTGAACATCCTTGACGCCAC |
| 1466495 | PcoAA9-495F | AGCGGCAGACTCCATCTAT |
|  | PcoAA9-495R | ACCAGGCTGGAGGCATC |

# Supplementary material for: Enhanced degradation of softwood versus hardwood by the white-rot fungus Pycnoporus coccineus
**Source:** Biotechnol Biofuels. 2015 Dec 18;8:216. doi: 10.1186/s13068-015-0407-8
**Supplement:** Supplementary file 3 — 10.1186/s13068-015-0407-8 Transcripts abundancies determination of a set of genes by qPCR and RNAseq. Full bars indicate qPCR results, striped bars indicate RNASeq results. Expression levels on pine are shown in blue, expression levels on aspen are shown in green. Results are expressed as log2 of enrichment as compared to maltose control. UNK: 1437297, 447: 1362447, 558:1362558, 918:1297918, AA9: 1466495, AA2: 1468611, GH10: 1395316, GH28: 688728. Figure S2. Electrophoresis profile of P. coccineus secretomes. MW: Molecular weight in kDa (lane 1), secreted proteins after 3 day cultivations on maltose (lane 2), pine (lane 3), and aspen (lane 4). Figure S3. HPAEC profiles of soluble fractions after saccharification of aspen (A) and pine (B) using P. coccineus secretomes highlighting glucose release (star). Figure S4. Homology models for the molecular structures of class I and II heme peroxidases from the P. coccineus CIRM-BRFM 310 genome. Ligninolytic peroxidases, including models for 1431101 (A), 1403742 (B), 779035 (C) and 859168 (D) - harboring an exposed tryptophan potentially involved in oxidation of high redox-potential substrates, MnP-short models 1468611(E), 1436321 (F), 1464049 (G) and 1369658 (H) - harboring a putative Mn2+ oxidation site (formed by two glutamates and one aspartate), two VP models - 1468768 (I) and 1469331 (J) - harboring the two catalytic sites described for LiPs and MnPs, one atypical VP - 1438352 (K) - containing an atypical Mn2+ oxidation site formed by two aspartates and one glutamate; and CCP 1449695 (L).

**Additional File 3 : Supplementary Figures 1 to 4**

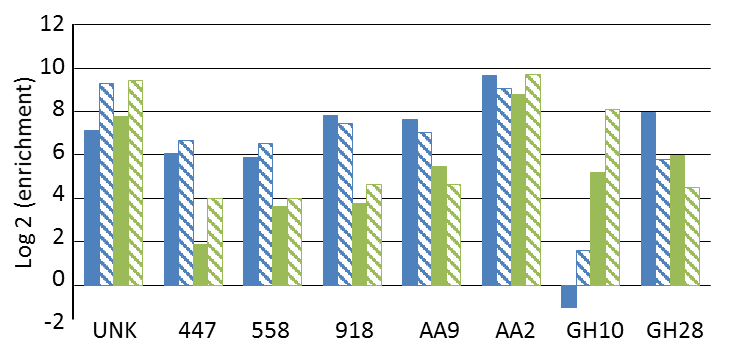

**Supplementary Figure s1: Transcripts abundancies determination of a set of genes by qPCR and RNAseq.** Full bars indicate qPCR results, striped bars indicate RNASeq results. Expression levels on pine are shown in blue, expression levels on aspen are shown in green. Results are expressed as log2 of enrichment as compared to maltose control. UNK:1437297, 447: 1362447, 558:1362558, 918:1297918, AA9: 1466495, AA2: 1468611, GH10: 1395316, GH28: 688728.

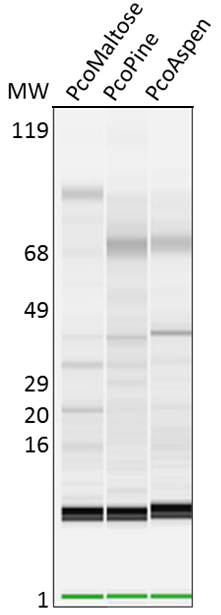

**Supplementary Figure S2: Electrophoresis profile of *P. coccineus* secretomes.** MW: Molecular weight in kDa (lane 1), secreted proteins after 3 day cultivations on maltose (lane 2), pine (lane 3), and aspen (lane 4).

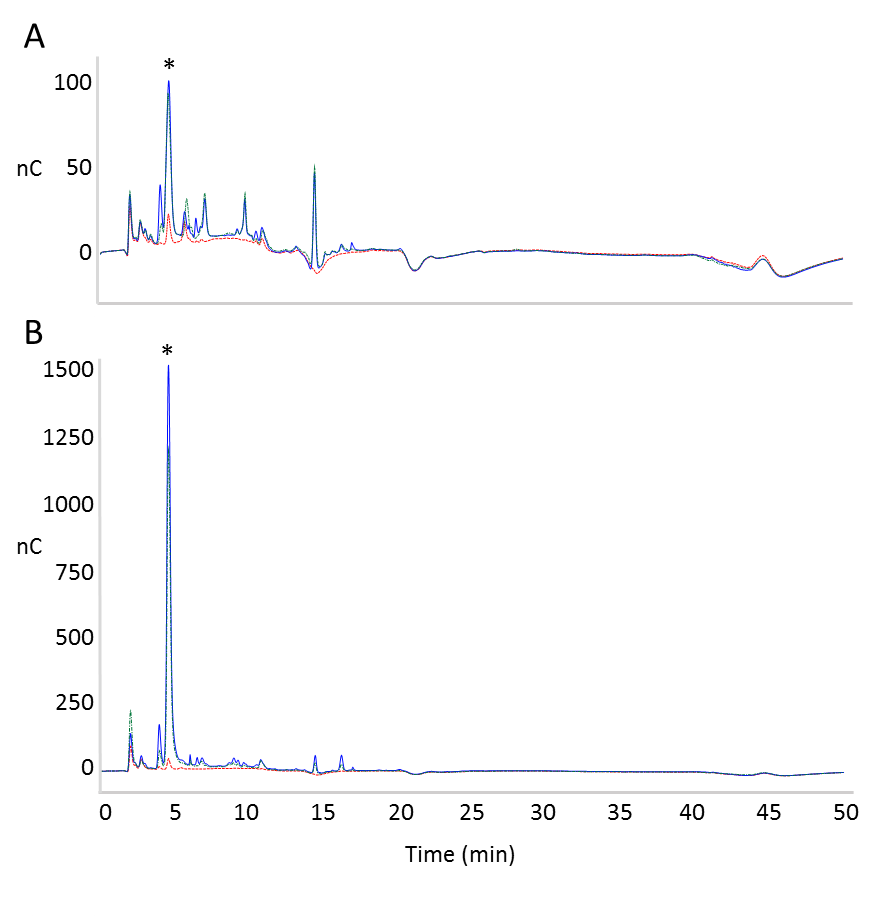

**Supplementary Figure S3:** **HPAEC profiles of soluble fractions after saccharification of aspen (A) and pine (B) using *P. coccineus* secretomes.** Glucose release is highlighted with a star.

**
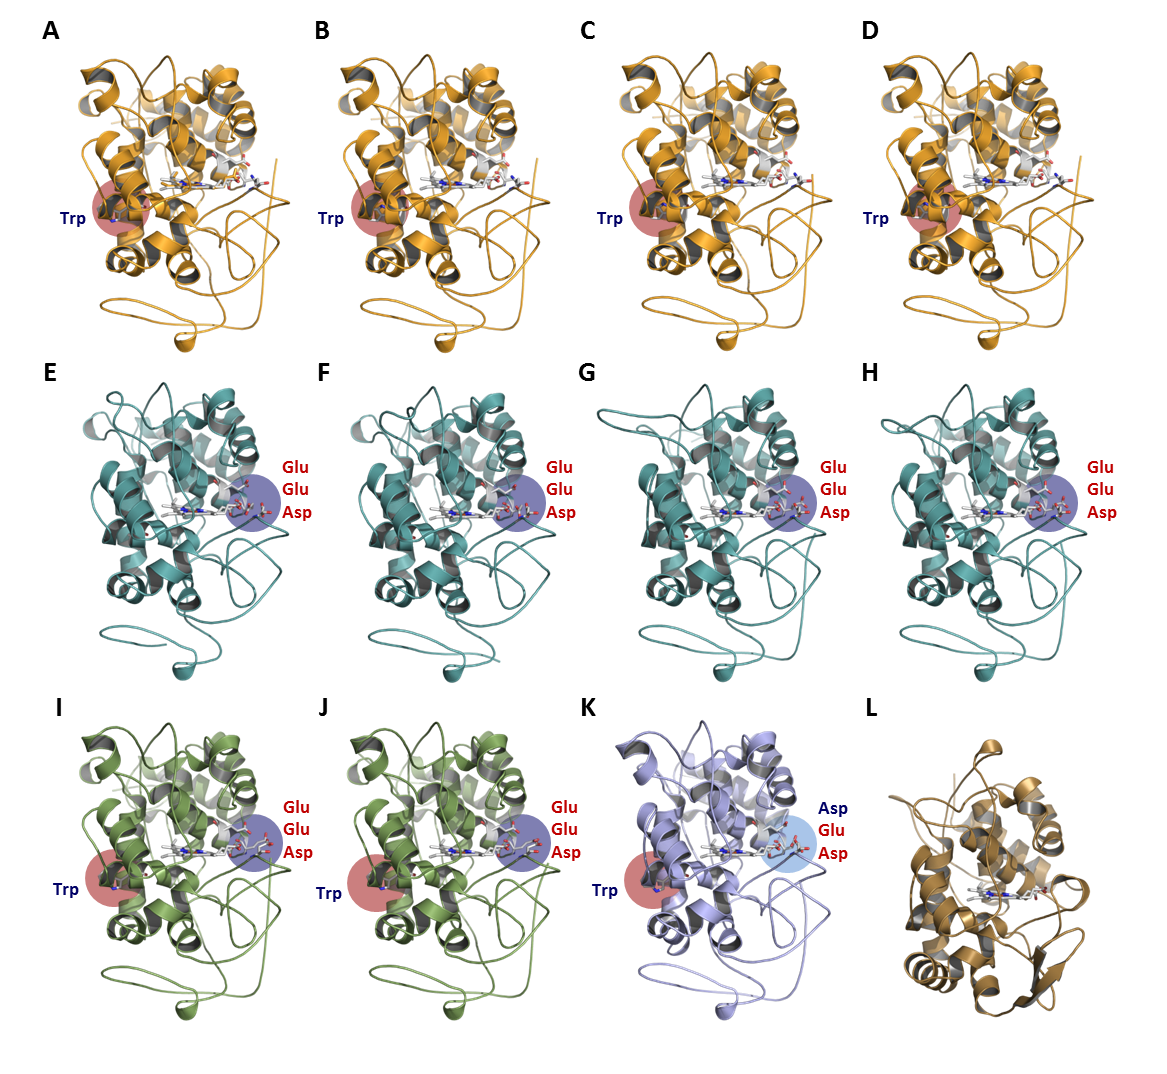
**

**Supplementary Figure S4: Homology models for the molecular structures of class I and II heme peroxidases from the *P. coccineus* CIRM-BRFM 310 genome.** Ligninolytic peroxidases, including models for 1431101 (A), 1403742 (B), 779035 (C) and 859168 (D) - harboring an exposed tryptophan potentially involved in oxidation of high redox-potential substrates, MnP-short models 1468611 (E), 1436321 (F), 1464049 (G) and 1369658 (H) - harboring a putative Mn^2+^ oxidation site (formed by two glutamates and one aspartate), two VP models - 1468768 (I) and 1469331 (J) - harboring the two catalytic sites described for LiPs and MnPs, one atypical VP - 1438352 (K) - containing an atypical Mn^2+^ oxidation site formed by two aspartates and one glutamate; and CCP 1449695 (L).

How the deposited data were processed for this re-analysis (not part of the article)

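RNA from 9 liquid cultures of *P. coccineus* was measured, 3 grown on maltose, 3 on pine and 3 on aspen, all harvested after 3 days. The authors mapped paired reads to the genome of the strain with TopHat2, counted them per gene with HTSeq and normalized the counts with DESeq. The submitters' notes give DESeq version 1.5, and the paper's methods give the same version number for DESeq2. The deposited raw counts are whole numbers per gene for 12690 genes, and their sums per library equal the numbers of mapped reads in Table S10. The deposited normalized counts are signal values that the authors made, as deposited, by multiplying the raw counts by 1 constant per library, from 0.99 to 1.59, and they cover 11202 genes. Since both reads of a pair were counted, a fragment usually adds 2 to a count.

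The raw counts were analysed in R version 4.3.3 with edgeR version 4.0.16. Genes with a mean raw count under 5 over the 9 libraries were left out, following the paper's methods, which left 11130 genes. TMM factors were 1.03 to 1.27 for maltose, 0.835 to 0.897 for pine and 1.03 to 1.05 for aspen. One quasi-likelihood model (glmQLFit, glmQLFTest) with maltose, pine and aspen as groups was fitted to all 9 libraries, so that the groups shared the estimate of the spread, with a common dispersion of 0.0598 and 6.92 prior degrees of freedom. The contrasts were pine against maltose, aspen against maltose, pine against aspen, and the mean of both woods against maltose. P-values were adjusted over the 11130 genes by the methods of Benjamini-Hochberg and Bonferroni. Counts set beside the paper's counts use both adjustments at 0.05 as the paper's methods state, and a log2 fold change of at least 2, the 4-fold difference given in its results. Single genes and members of lists are called at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values in the text are from edgeR unless another tool is named. Standard errors (SE) were derived as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. They restate the test, are approximate and were not estimated separately. Transcript levels are TMM-normalized CPM (edgeR's counts scaled to library size) with the SD over 3 cultures, and correlations between libraries are Pearson's r of raw counts across genes.

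The depth was 28399534 to 38654866 counts per library. When fold changes were simulated into counts of this depth and spread, the Benjamini-Hochberg adjusted test recovered 40%, 84%, 96% and 98% of 2-fold, 4-fold, 8-fold and 16-fold changes between pine and maltose, and called 13 of 10930 unchanged genes. Between pine and aspen it recovered 54% of 2-fold and 86% of 4-fold changes. With Bonferroni adjustment, 2% of 2-fold and 58% of 4-fold changes were recovered between pine and maltose, and 2% and 60% between pine and aspen. The simulation left 10930 of 11130 genes unchanged between pine and maltose. In the data, 6080 genes passed Benjamini-Hochberg adjustment in a fit to those 6 libraries. The simulated Benjamini-Hochberg threshold was therefore stricter than that of the data. Intervals from read counts cover counting error only. They take each read as independent and are too narrow, since both reads of a pair were counted.

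Before the data were examined, 33 gene lists were fixed. The 28 lists used were AA9 lytic polysaccharide monooxygenases, endoglucanases and xyloglucanases, cellobiohydrolases, β-glucosidases, mannan-active enzymes, xylan-active enzymes, GH10 xylanases, hemicellulose esterases, GH28 polygalacturonases, pectin-active enzymes, CBM1-bearing proteins, class II peroxidases, laccases, AA3_2 oxidoreductases, AA3_3 alcohol oxidases, AA3_4 pyranose oxidases, AA5_1 glyoxal oxidases, starch and maltose hydrolases, fungal cell wall glucanases, chitinases and hexosaminidases, α-mannosidases, expansin-related proteins, glycosyltransferases, P450s, transcripts of unknown function with and without a signal peptide, and proteins of the secretomes on wood only and on maltose only. The other 5 lists needed product names, which the files do not hold, and were left out. Gene families are those of the paper's tables, and 12680 gene numbers matched the reference annotation of assembly Pycco1, which was used for the order of genes only. The genes named were fixed by a rule: every gene the paper names for the transcriptome, the 10 largest rises and falls per comparison among the genes of Tables S2, S4, S5, S8 and S9 that met both adjustments and did not overlap between groups, up to 4 members per list, the 10 most abundant transcripts per condition, and at most 2 rising and 2 falling genes per comparison outside those tables. The fold changes in the paper's tables had been seen when the rule was written. Genes named outside the rule were chosen after their values were seen.

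The alternatives set before the data were examined were DESeq2 size factors in the same model, the Wald test of DESeq2 version 1.42.0, no filter on low counts, a filter by condition, Benjamini-Hochberg adjustment alone, a fit to the 6 libraries of the groups compared, the replicate number, the trim length or the library code prefix as an additive term, and leaving out each library in turn. Ranks were also taken from the authors' normalized counts, and correlations also from log2 of CPM plus 1. DESeq2 with shrunken fold changes and counts halved to read pairs were added after the data were examined. The qPCR, proteome, saccharification and ToF-SIMS measurements are not part of the deposited counts and were not analysed, apart from peptide numbers quoted from the paper's proteome tables.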

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

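The tests of reads shared with 1468611 and of reads running on from 1464049 were chosen only after the counts of 1431101 had been seen, and the counts of other splits of the libraries were planned.

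The paper lists the LiP-annotated transcript 1431101 with a base mean of 0, and its counts stood far above the maltose control on aspen, with a log2 fold change of 10.99 (SE 0.51, adjusted p 1.1e-08) and -7.15 (SE 0.43, adjusted p 5.5e-07) for pine against aspen. Reads shared with the MnP gene 1468611 would have kept the 2 genes in a similar ratio on both woods, but the highest ratio of their reads was 0.0209 in a pine library and the lowest was 1.0108 in an aspen library, which argues against them as the source. Reads running on from the neighbouring MnP gene 1464049 would have been fewer than its own, but 1431101 held at least 2.87 times as many in each of the 3 aspen libraries, which argues against that too. The library code prefix was not the same in all aspen libraries, and the lowest of their counts for 1431101 was 42987, against at most 36 on maltose. A response to aspen wood may account for the transcript as a hypothesis found in the same data, and a strain difference from the reference or an error in the gene model was not tested.

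Outside the genes of the paper's tables, 3 transcripts were picked by the naming rule for their rise over the maltose control, and the files give no product names for them. Transcript 1438837 rose from 3.59 ± 2.01 CPM on maltose to 1045.1 ± 483.0 on pine (log2 8.18, SE 0.57, adjusted p 1.9e-07) and 2266.9 ± 614.4 on aspen (log2 9.30, SE 0.59, adjusted p 8.4e-08), in 3 of 3 cultures on each wood. Transcript 1440726 rose from 0.810 ± 0.164 CPM to 97.5 ± 90.3 on pine (log2 6.90, SE 0.68, adjusted p 2.7e-06), and the change was 5.81 without pine replicate 2 and 6.14 with the trim length as a term. Transcript 1475292 had only 2 reads on maltose and 524 on aspen, a ratio of 270.5 with a 95% counting interval of 74.5 to 2239.3, and its fitted log2 change of 7.82 (SE 0.77, adjusted p 3.0e-06), 10.37 without maltose replicate 3, depends on the prior count. The interval takes each read as independent, although a fragment usually adds 2 reads, so it is too narrow.

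Pine and aspen differed in a direct test of one wood against the other, with 49 transcripts at least 4-fold higher on pine and 51 at least 4-fold higher on aspen. The pine included bark and was ground differently from the aspen, so an effect of the wood species cannot be told apart from these. Among genes that the paper names, the differences included -6.94 (SE 0.39, adjusted p 2.6e-07) for the MnP 1464049, -6.62 (SE 0.29, adjusted p 5.3e-08) for the GH10 1395316, 2.95 (SE 0.34, adjusted p 1.3e-04) for the P450 1297918 and 2.57 (SE 0.24, adjusted p 3.0e-05) for the P450 1362558, as log2 of pine over aspen. With edgeR fitted only to the 6 libraries of pine and aspen, 63 genes were at least 4-fold changed, and the highest count in another split of those libraries was 0. The real split was the 1 of 10 splits with as many genes, and 10 splits give no share under 0.1. The same count was 965 for pine against maltose and 995 for aspen against maltose, with 0 as the highest of the other splits and 1 of 10 splits as large in each, so the splits are too few there as well. For both woods against maltose the real split gave 586 genes, the highest of the other splits gave 22, and 1 of 84 splits was as large, the smallest share possible. Splits whose group of 3 mixed conditions put the difference between conditions into the spread within groups, and each of them called 0 genes. Besides the real split, only those of all pine (14) and all aspen (22) libraries called any. The splits therefore cannot exclude chance.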

How the results depend on the processing

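DESeq2 with shrunken fold changes and counts halved to read pairs were chosen after the data were examined, and every other alternative was set before.

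For counts of genes, 455 values under the alternatives lay within 1.5 times the reported count and 50 did not, and for tallies over gene lists the numbers were 3054 and 138. Of the values for single named genes, 11562 kept their direction and their side of the threshold, 136 passed it only under the alternative, 208 passed it no longer, and 1 changed sign. That 1 was the difference of 1427729 between pine and aspen, 0.55 in log2 and not significant, which was -0.80 without pine replicate 1, and 0.95 at most, without pine replicate 3. DESeq2 size factors, no filter, a filter by condition and the halved counts left the counts given below in this part within 1.5 times. With DESeq2 size factors and in the DESeq2 test, the median log2 change of all genes moved by less than 0.1.

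With Benjamini-Hochberg adjustment alone, 490 genes were at least 4-fold lower on aspen than on maltose instead of 311, 157 were higher on pine than on aspen instead of 49, 141 were higher on aspen instead of 51, CAZyme transcripts higher on pine numbered 9 instead of 3 and those higher on aspen 16 instead of 5, and transcripts of unknown function higher on aspen than on maltose numbered 455 instead of 292, since fewer genes pass the stricter Bonferroni adjustment. With the trim length as a term, 148 genes were lower on aspen than on maltose, 117 were lower on both woods instead of 203, and 8 CAZyme transcripts were lower on aspen instead of 17, and the cause was not tested. DESeq2 gave 144 genes higher on pine than on aspen and 82 higher on aspen, with 8 and 10 CAZyme transcripts, and its shrunken fold changes gave 133, 81, 7 and 10, and the cause was not tested. All 49 pine-higher genes and 48 of the 51 aspen-higher genes of edgeR were also called by DESeq2. With the library code prefix as a term, 19 genes were higher on pine than on aspen, 0 CAZyme transcripts were so (9 without the Bonferroni adjustment and 8 with DESeq2, both without that term), and 2 P450 transcripts differed between the woods instead of 4, and the cause was not tested. The prefix is partly tied to the wood, as all pine libraries but only aspen replicate 3 of the aspen libraries had PAW. The term therefore also takes power from the comparison of the woods. With the replicate number as a term, 79 genes were higher on pine than on aspen. The cultures are known to share only a number, as neither the paper nor the labels give a shared batch and the correlations of deviations, -0.126 to 0.494 for the same number and -0.384 to 0.319 for different ones, were not all above 0.1 for the same number, while 9 of 18 best matches had the same number. A fit to the 6 libraries of pine and aspen gave 23 genes and 0 CAZyme transcripts higher on pine, from fewer libraries to estimate the spread. Correlations of log2 of CPM plus 1 had medians of 0.986 within maltose, 0.979 within pine, 0.984 within aspen, 0.841 between maltose and pine, 0.842 between maltose and aspen and 0.946 between the woods, against 0.963, 0.925, 0.971, 0.517, 0.561 and 0.868 for raw counts.

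Leaving out 1 library at a time leaves fewer samples and gave 22 (without aspen replicate 1) to 73 (without pine replicate 1) genes higher on pine than on aspen, with 24 without aspen replicate 2, 26 without aspen replicate 3, 30 without maltose replicate 3 and 32 without pine replicate 2. Genes higher on aspen numbered 33 (without pine replicate 2) to 54, and genes lower on pine than on maltose 252 (without pine replicate 2) to 399, around 382. CAZyme transcripts at least 4-fold higher numbered 51 (without maltose replicate 1; 56 and 53 without replicates 2 and 3) to 96 on pine, 58 (without maltose replicate 1) to 98 on aspen, and 39 (without maltose replicate 1; 41 and 44 without replicates 2 and 3) to 74 on both, around 86, 88 and 67. CAZyme transcripts higher on pine than on aspen numbered 1 (without any 1 aspen replicate) to 4. P450 transcripts higher on pine than on maltose numbered 11 (without maltose replicate 3) to 17, and those that differed between the woods 1 (without aspen replicate 3; 2 without aspen replicate 1 or pine replicate 2) to 5. At this depth and spread, 40% of simulated 2-fold and 84% of simulated 4-fold changes between pine and maltose were recovered with Benjamini-Hochberg adjustment. With the Bonferroni adjustment that these counts also need, 2% and 58% were, so 4-fold and smaller changes were often missed. The simulation held fewer changed genes than the data, so its Benjamini-Hochberg threshold was stricter.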

Differences from the paper's values

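No test in this part was chosen after the data were examined, apart from DESeq2 with shrunken fold changes, which is marked where it is given.

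Counts are set beside the paper's at its stated thresholds, and counts, folds and means are listed where 1 value is more than 1.5 times the other. CAZyme transcripts at least 4-fold higher on pine than on aspen numbered 3, against the paper's 14. None of the alternatives set before the data were examined came within 1.5 times of it, with 9 under Benjamini-Hochberg adjustment alone and 8 with DESeq2. Nor did DESeq2 with shrunken fold changes, chosen after seeing the values, with 7. In the column of Table S2 for pine against aspen, 24 entries of the paper's were at least 2, of which 3 were called here, 8 under Benjamini-Hochberg adjustment alone and 7 with DESeq2. In all 268 lines of that table this column equalled the difference of the columns for pine and for aspen against maltose, within 0.011, and those columns hold 88 and 86 entries of 0. In Tables S8 and S9, an entry of 0 stands with NA for its p-values, so it is not a measured fold change. If Table S2 marks its entries in the same way, a difference of at least 2 can rest on such a 0.

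Of the AA3_2 transcripts, 3 were at least 4-fold higher on aspen, against the paper's 5, and of the alternatives set before the data were examined only leaving out aspen replicate 1 came within 1.5 times of it, with 4. For AA5_1, 1 transcript was at least 4-fold higher on both woods, against the paper's 3. Among the alternatives set before the data were examined, Benjamini-Hochberg adjustment alone gave 3, DESeq2 3 and leaving out pine replicate 1 3, which reached the paper's value, no low-count filter and the replicate number as a term gave 2, within 1.5 times of it, and the others were further from it, with 0 in edgeR without maltose replicate 1, 2 or 3. DESeq2 with shrunken fold changes also gave 3, an alternative chosen after seeing the values, which drops 4 of the 113 entries that are at least 4-fold higher on pine in the paper's Table S2 and 3 of the 105 on aspen. The DESeq2 test without shrinkage drops as many. The fit reported here does not call 27 and 17 of these entries, and Benjamini-Hochberg adjustment alone calls 113 and 105. P450 transcripts at least 4-fold different between pine and aspen numbered 4, against the paper's 8, and only Benjamini-Hochberg adjustment alone, set before the data were examined, came within 1.5 times of it, with 6. The largest fold change of an AA9 transcript was 371.0, against the paper's 120, and of the alternatives set before the data were examined only leaving out pine replicate 2 came within 1.5 times of it, with 171.9. With shrunken DESeq2 fold changes, chosen after seeing the values, the AA3_2 count was 3, the P450 count 5 and the largest AA9 fold 201.9. None of these came within 1.5 times of the paper's values. On aspen, 4 LiP-annotated transcripts had a mean raw count of at least 5, against the paper's 0, a count that among the alternatives set before the data were examined could change only where an aspen library was left out, with 4 each time.

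The following log2 fold changes differed from those in the paper's tables by more than the SD between cultures, combined over the 2 groups, and an alternative is said to come within the SD where it did not. The SD was taken on log2 of CPM with a small constant added, which narrows it where levels are low. On maltose, 1468135 and 1437297 had few reads and levels under that constant. Their SD is therefore too small, and their gaps from the paper's values may lie within the spread between cultures. Transcript 1466495 had a log2 fold change of 8.54 on pine, against the paper's 7.06, and of 5.82 on aspen, against the paper's 4.65. Of the alternatives set before the data were examined, the trim length as a term (7.68 and 4.80) came within the SD of both and leaving out pine replicate 2 (7.43) of that on pine, and the others did not. Shrunken DESeq2 fold changes gave 7.66 and 5.10, chosen after seeing the values, and drop 4 of the 113 and 3 of the 105 entries named above. For 1468135 on aspen the value was 11.49, against the paper's 10.54, and none of the alternatives set before the data were examined came within the SD. Shrunken DESeq2 fold changes gave 9.68, chosen after seeing the values, which lies below the paper's value and not within the SD either. For 1437297 the values were 9.91 on pine, against the paper's 9.27, and 10.18 on aspen, against the paper's 9.51. Leaving out maltose replicate 1 (9.64 and 9.91) came within the SD of both and leaving out maltose replicate 2 (9.72) or pine replicate 1 (9.73) of that on pine, and the other alternatives set before the data were examined did not. Shrunken DESeq2 fold changes gave 9.65 and 9.86, chosen after seeing the values, and drop 4 of the 113 and 3 of the 105 entries.

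The base means of the paper's tables were compared with means of the authors' normalized counts over all 9 libraries, for which no alternative was set. For the column that Table S2 labels as the mean on maltose, r of the log2 values over 268 genes was 0.97 with the mean over all 9 libraries and 0.612 with the mean on maltose, and for 1468611 the paper's value of 24345 stands beside 34433.2 over all libraries and 50.9 on maltose. The means over all libraries differed by more than 1.5 times for 1464049 (5039.8, the paper's 2996), 1438352 (1836.5, the paper's 1162), 1423642 (474.7, the paper's 1343), 1417214 (2065.9, the paper's 5260), 793241 (655.7, the paper's 3190), 1466495 (1235.6, the paper's 2167), 1395316 (4172.0, the paper's 2128), 1426850 (5889.3, the paper's 3579), 1419320 (1285.4, the paper's 773), 1468135 (10385.9, the paper's 5586), 1366139 (62880.7, the paper's 38309), 1452465 (107.3, the paper's 303), 1425237 (2710.6, the paper's 1644), 1362447 (2637.6, the paper's 1654), 1362558 (28131.5, the paper's 15697) and 1297918 (35840.4, the paper's 18928). The paper's tables list at 0 the transcripts 1363242 (2278.8), 1369658 (122.4), 1370215 (157.3), 1403742 (13.6), 1431101 (23495.3), 1434777 (31497.6), 1468768 (70.4), 1469331 (42.4), 779035 (27.7) and 859168 (96.4), where the values given are the means over all libraries.

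Pearson's r of raw counts was 0.5248 between maltose replicate 3 and pine replicate 1 (the paper's 0.53), 0.9248 between pine replicates 1 and 3 (the paper's 0.93) and 0.9047 between pine replicate 3 and aspen replicate 2 (the paper's 0.91). The alternative set before the data were examined, log2 of CPM plus 1, came no closer, with 0.857, 0.970 and 0.939.

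The paper names 1468611 and 1368318 as the most abundant transcripts on wood. Among all genes, 1468611 ranked 178 on pine and 68 on aspen and 1368318 ranked 147 and 50. Among the 267 CAZyme transcripts tested from Table S2, which does not hold 1431101, the ranks were 16 and 6 and 15 and 5. The paper also describes 1368318 as the most upregulated on wood, and its rank by log2 fold change was 11 on both woods among all genes tested, and 4 on pine and 2 on aspen among the CAZyme transcripts of Table S2. For maltose the paper describes 3 laccase transcripts, and 1434777 (2476.1 CPM) and 1363242 (175.8 CPM), listed at 0 in its table, were abundant there too. The paper reports no LiP transcripts, and 1431101 stood at 1854.6 ± 663.7 CPM on aspen. Table S4 as deposited with the article holds 61 lines, fewer than the 86 P450 models of the paper's text. For the GH10 1395316 on pine, the qPCR bar in Fig. S1, read by eye, lies below the maltose level, and the log2 fold change in the counts was 1.71 (SE 0.27, adjusted p 1.3e-04).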

Other observations

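The tests of chance placement of genes and all tests of maltose replicate 3 were chosen only after the results were seen, and the test of neighbours more than 1000 bases apart was written before its result.

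Of 35 fungal cell wall glucanases, 20 rose and 5 fell on pine and 19 rose and 7 fell on aspen (20 and 5, and 21 and 8, adjusted over the list alone). The GH55 1377179 rose by 4.43 (SE 0.56, adjusted p 2.4e-05) on pine and 4.50 (SE 0.57, adjusted p 2.6e-05) on aspen in log2, and the GH16 1445188 by 3.90 (SE 0.29, adjusted p 3.2e-07) and 2.96 (SE 0.28, adjusted p 2.2e-06). A second GH16, 1367729, fell from 327.5 ± 36.8 CPM on maltose to 85.2 ± 8.77 on pine and 17.7 ± 5.87 on aspen, and was higher on pine than on aspen (log2 2.27, SE 0.24, adjusted p 7.7e-05). Between the woods, 14 glucanases were higher on pine and 5 on aspen (15 and 7 over the list alone). The 14 became 9 without aspen replicate 1, 8 without aspen replicate 2, 9 without pine replicate 2 and 4 with the library code prefix as a term, and the 5 became 3 with that term. Of 17 chitinases and hexosaminidases, 10 rose and 3 fell on pine and 11 rose and 4 fell on aspen (10 and 3, and 11 and 5, over the list alone), with 6 higher on pine and 5 on aspen in the direct comparison (8 and 6 over the list alone), where the 5 became 3 without pine replicate 2 or with the trim length or the prefix as a term. The GH18 1364582 rose by 4.24 (SE 0.37, adjusted p 1.1e-06) on pine and 2.50 (SE 0.36, adjusted p 8.2e-05) on aspen, whereas the GH18 1464569 had 49.7 ± 23.7 CPM on maltose and 65.1 ± 27.5 on pine and fell to 8.61 ± 3.43 on aspen (log2 -2.53, SE 0.41, adjusted p 2.3e-04). Among 11 α-mannosidases, 10 rose on pine and 11 on aspen (10 and 11 over the list alone), led by the GH76 320973 (5.28, SE 0.29, adjusted p 4.7e-08, and 4.66, SE 0.28, adjusted p 6.2e-08) and the GH92 1453868 (4.82, SE 0.31, adjusted p 1.3e-07, and 5.55, SE 0.32, adjusted p 4.7e-08).

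Of 7 starch and maltose hydrolases, 5 rose and 2 fell on each wood (5 and 2 over the list alone), and the GH15-CBM20 1507511 went from 42.1 ± 3.07 CPM on maltose to 631.4 ± 203.0 on pine (log2 3.91, SE 0.37, adjusted p 2.1e-06) and 108.2 ± 55.0 on aspen (log2 1.36, SE 0.34, adjusted p 0.005). Of 10 expansin-related transcripts, 3 rose and 4 fell on pine and 3 rose and 6 fell on aspen (3 and 4, and 3 and 6, over the list alone), and 7 were higher on pine than on aspen (9 over the list alone, 4 with the library code prefix as a term) and 1 was lower (1 over the list alone), a call kept with DESeq2 and lost in edgeR without any 1 library other than aspen replicate 1 or maltose replicate 3, with DESeq2 size factors, with the library code prefix or the replicate number as a term, in the fit to the 6 libraries and with the counts halved. The expansin-related 1373750 fell from 166.5 ± 31.8 CPM on maltose to 8.64 ± 2.76 on pine (log2 -4.27, SE 0.31, adjusted p 2.9e-07) and 3.78 ± 1.14 on aspen (log2 -5.46, SE 0.33, adjusted p 6.5e-08), and 316489 rose by 2.52 (SE 0.24, adjusted p 2.1e-06) and 1.08 (SE 0.23, adjusted p 0.002). Of 32 glycosyltransferases, 18 rose and 4 fell on pine and 19 rose and 9 fell on aspen (20 and 4, and 20 and 9, over the list alone), and 8 were higher on pine than on aspen (11 over the list alone, and 5 without aspen replicate 2, pine replicate 2 or pine replicate 3, 1 with the library code prefix as a term and 13 with DESeq2) and 3 were lower (4 over the list alone, 5 without pine replicate 1, 1 without aspen replicate 2 or pine replicate 2, and 0 in edgeR with the library code prefix as a term, where DESeq2 without it gave 4). Of the 9 proteins that the paper found in the secretome on maltose only, the transcripts of 5 rose and 4 fell on pine and 4 rose and 5 fell on aspen (5 and 4, and 4 and 5, over the list alone), among them the GH88 1378812, which rose by 3.62 (SE 0.31, adjusted p 8.7e-07) and 4.15 (SE 0.32, adjusted p 3.4e-07).

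The most abundant transcripts on wood were outside the paper's tables, at 15700.5 ± 1488.1 CPM on pine and 11723.6 ± 2108.0 on aspen for 1451576, which rose by 2.76 (SE 0.26, adjusted p 1.8e-06) and 2.34 (SE 0.25, adjusted p 7.1e-06), followed by 1455676 on pine (15414.3 ± 3990.8 CPM) and 1463623 on aspen (11647.4 ± 802.1 CPM). Outside the tables, the falls picked by the naming rule were -6.75 (SE 0.66, adjusted p 2.7e-06) for 1427729 and -6.73 (SE 0.73, adjusted p 6.5e-06) for 1437823 on pine, and -11.79 (SE 1.56, adjusted p 4.1e-05) for 1466450 and -9.45 (SE 1.19, adjusted p 2.6e-05) for 1434227 on aspen. On pine, 1466450 and 1434227 had lower values still, -7.07 and -7.09, but the rule did not pick them for that comparison. The largest named differences between the woods outside the tables were 6.30 (SE 0.54, adjusted p 1.2e-05) for 1371554, at 3050.0 ± 1855.7 CPM on pine and 38.7 ± 18.1 on aspen, 5.53 (SE 0.43, adjusted p 5.6e-06) for 1436847, -6.38 (SE 0.26, adjusted p 3.9e-08) for 1435541 and -5.96 (SE 0.40, adjusted p 2.1e-06) for 1433039. Of the transcripts of unknown function, 1447350 rose by 8.08 (SE 0.49, adjusted p 7.2e-08) on pine and 8.96 (SE 0.50, adjusted p 3.8e-08) on aspen, 1466783 was higher on pine than on aspen by 4.54 (SE 0.47, adjusted p 5.7e-05), and 1341371 changed by -5.84 (SE 0.53, adjusted p 1.6e-06) on pine and -7.18 (SE 0.58, adjusted p 5.6e-07) on aspen.

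Cellulose-acting CAZyme transcripts were higher in maltose replicate 3 than in the other 2 maltose libraries, with a median log2 difference of 0.855 over 44 transcripts, 36 of them above 0. As the whole of the increase, RNA carried over from a wood culture would have brought every other wood-abundant transcript to the share of its wood level that the cellulose-acting ones needed, but whichever of the 6 wood libraries was taken as the source, at least 4 of 72 other transcripts lay under the lowest share of the 13 cellulose-acting ones, even at the upper 95% counting limit of their whole level, which argues against it (1437297 and 1477222 with each library, at 0.157% and 0.120% of the mean wood level, against a lowest share of 0.513%). An earlier bound, 18 of the 72 under 50% of the median share of 1.37%, was not reached, with 7, but it was wider than needed, since carry-over brings all abundant transcripts. As a part of the increase, carry-over cannot be told apart from a real difference between cultures, since the change in the 72 had a lower quartile of -0.088% of the wood level and an upper quartile of 1.027%, on both sides of 0. The library code prefix as the cause stays open, since on aspen the 2 libraries of that prefix could be compared with 1 other library alone, to which they had a median difference of -0.43 with an upper quartile of -0.24, and no biological explanation was tested, as the design holds no condition within maltose.

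Genes at least 4-fold higher on pine than on maltose often lay next to each other in the reference order, in 106 adjacent pairs against a mean of 46.3 and a maximum of 67 in 1000 permutations, which argues against chance placement. Overlapping or touching gene models stay open, since the 20 pairs more than 1000 bases apart stood against a mean of 10.9 and a maximum of 21. Clusters of genes induced together on wood may account for part of the pairs, as a hypothesis found in the same data.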
